# Androgens regulate ovarian gene expression by balancing Ezh2-Jmjd3 mediated H3K27me3 dynamics

**DOI:** 10.1371/journal.pgen.1009483

**Published:** 2021-03-30

**Authors:** Sambit Roy, Binbin Huang, Niharika Sinha, Jianrong Wang, Aritro Sen

## Abstract

Conventionally viewed as male hormone, androgens play a critical role in female fertility. Although androgen receptors (AR) are transcription factors, to date very few direct transcriptional targets of ARs have been identified in the ovary. Using mouse models, this study provides three critical insights about androgen-induced gene regulation in the ovary and its impact on female fertility. First, RNA-sequencing reveals a number of genes and biological processes that were previously not known to be directly regulated by androgens in the ovary. Second, androgens can also influence gene expression by decreasing the tri-methyl mark on lysine 27 of histone3 (H3K27me3), a gene silencing epigenetic mark. ChIP-seq analyses highlight that androgen-induced modulation of H3K27me3 mark within gene bodies, promoters or distal enhancers have a much broader impact on ovarian function than the direct genomic effects of androgens. Third, androgen-induced decrease of H3K27me3 is mediated through (a) inhibiting the expression and activity of Enhancer of Zeste Homologue 2 (EZH2), a histone methyltransferase that promotes tri-methylation of K27 and (b) by inducing the expression of a histone demethylase called Jumonji domain containing protein-3 (JMJD3/KDM6B), responsible for removing the H3K27me3 mark. Androgens through the PI3K/Akt pathway, in a transcription-independent fashion, increase hypoxia-inducible factor 1 alpha (HIF1α) protein levels, which in turn induce JMJD3 expression. Furthermore, proof of concept studies involving *in vivo* knockdown of *Ar* in the ovary and ovarian (granulosa) cell-specific *Ar* knockout mouse model show that ARs regulate the expression of key ovarian genes through modulation of H3K27me3.

## Author summary

Androgens are traditionally viewed as the male hormone. Interestingly, in the last couple of years, androgens have emerged as a key regulator of fertility and health in women. High androgens are associated with polycystic ovary syndrome (PCOS) and is detrimental to women’s health. Conversely, androgen supplementation is now being used in clinical practice for a subgroup of women suffering from infertility as direct androgen actions are deemed essential for female fertility. However, in the ovary, which genes are regulated by androgens and how are poorly understood which is a limitation towards developing therapeutic or diagnostic strategies. We have discovered many important ovarian genes that were previously not known to be directly regulated by androgens. Additionally, we find that androgens influence the expression of a large number of ovarian genes critical for female fertility through epigenetic changes. Epigenetics govern whether a gene is “on” or “off” thereby affecting gene activity and expression. Here, we provide a mechanistic insight into how androgens decrease an epigenetic mark associated with gene repression. Our findings provide a comprehensive understanding of the overall impact of androgens on ovarian gene expression and physiology that can potentially improve female fertility and pathophysiological conditions like PCOS.

## Introduction

Androgens are traditionally considered as male hormones with well-established roles in male physiology and prostate cancer. However, in the last decade, several genetic models and *in vitro* studies have proven that androgens acting through androgen receptors (AR) are critical for ovarian function and female fertility [1–6]. While excess androgen level leads to polycystic ovary syndrome (PCOS) [7–9], a certain amount of direct androgen actions through the androgen receptor (AR) are essential for normal ovarian function [10]. Thus, it is now believed that with respect to androgen actions in the ovary, balance is key [4]. To date, in addition to the global androgen receptor knockout (ARKO) mouse models [11–13], AR has been knocked out specifically in different cell types along the hypothalamus-pituitary-gonadal (HPG) axis, namely granulosa cells (GCARKO) [14,15], theca cells (TCARKO) [16], oocyte (OoARKO) [15], pituitary (PitARKO) [17] and neurons (NeuroARKO) regulating the HPG axis [18]. All of these ARKO mouse models establish that the granulosa cells (GCs) of the ovary are the primary site of androgen actions in regulating normal follicular development and female fertility; while in hyperandrogenic conditions, neuroendocrine ARs play a major role in the development of PCOS [18]. Moreover, *ex vivo* [5,19], *in vitro* [20–23] and clinical studies [10,24–31] show that androgens are essential for follicle growth while simultaneously preventing follicular atresia. Despite these studies, how androgens regulate these follicular endpoints is poorly understood.

The major androgens in women, in descending order of serum concentration, are dehydroepiandrosterone sulphate (DHEAS), dehydroepiandrosterone (DHEA), androstenedione (A4), testosterone (T), and dihydrotestosterone (DHT) [32]. However, direct androgenic actions through the AR can only be mediated by T and DHT, as these are the only two androgens that bind to AR, the latter being more potent [33]. The rest of the androgens are more like androgen precursors that require conversion to T and/or DHT to exert androgenic effects. In the ovarian follicle and stroma, androgen synthesis primarily involves the conversion of cholesterol into pregnenolone (by CYP11A1) that is metabolized to DHEA (by CYP17A1) and then A4 (by 3β-HSD), the immediate precursor of testosterone [34]. A4 is converted into testosterone (17β-HSD), that can then be aromatized into estradiol (E_2_) by aromatase (CYP19a1) or reduced to DHT by 5α-reductase [34,35]. In women, 5α-reductase (*SRD5A1* and *A2*) mRNA expression has been found in both PCOS and non-PCOS women and interestingly, this expression is higher in granulosa cells than in theca cells [36,37]. In studies determining androgen actions in the ovary, DHT, which is non-aromatizable, is primarily used [5,19,38,39]. This is because T can be aromatized to estradiol, making it difficult to differentiate whether the downstream effects are due to estrogenic or androgenic actions, thereby confounding the results.

Androgen actions are mediated by *“nuclear”* transcriptional signals or *“extra-nuclear”* kinase actions [40–42]. Primary AR target genes are those at which AR occupies an androgen response element (ARE) on the promoter of a gene and regulates gene transcription. However, to date, very few ovarian genes have been identified as AR-ARE target genes and, intriguingly, there are no studies on the global impact of androgens on GC gene expression under normal conditions. Here we describe androgen-induced gene expression profiles in mouse GCs and provide molecular insight into the underlying mechanism of how androgens regulate the expression of these genes.

Importantly, this study also shows that androgens can regulate gene expression in an AR-ARE independent fashion, involving membrane-initiated androgen signaling [5,43–45]. Previously [38], we have reported that androgens influence gene expression through post-translational histone modifications. We have shown [38] that H3K27me3 (tri-methyl lysine 27 histone3) which is a gene silencing mark [46] is a downstream target of androgen actions. Here using ChIP-seq studies with H3K27me3 antibody we identify the ovarian (GC-specific) genes and their enhancer regions that are regulated by androgen-induced modulation of H3K27me3 mark. H3K27me3 is regulated by Enhancer of Zeste Homologue 2 (EZH2), a histone methyltransferase that promotes tri-methylation of lysine 27. Androgens, through both the extra-nuclear and nuclear pathways, inhibit the activity of EZH2 as well as *Ezh2* expression, respectively [38]. Epigenetic modulation of gene expression is dependent partly on the dynamic balance of histone methylation/demethylation on the enhancers and promoters. This is mediated by regulating the expression and activity of methylating and/or demethylating enzymes [47,48]. We demonstrate that in addition to inhibiting *Ezh2* expression and EZH2 activity, androgens also induce the expression of a histone demethylase called Jumonji domain containing protein 3 (*Jmjd3/Kdm6b*), that is responsible for removing the H3K27me3 mark. We find that in GCs, androgen in a transcription-independent fashion, increases hypoxia-inducible factor 1 alpha (HIF1α) protein levels, which in turn induce *Jmjd3* expression. This study not only provides a mechanistic understanding of the global impact of androgens in normal follicular development, but may also contribute to comprehending the effects of excess androgens as seen in disease conditions like PCOS.

## Results

### Effect of androgen on granulosa cell (GC) transcriptome

Global effects of androgens in GCs were elucidated by RNA-seq analysis in primary mouse GC cultures treated with media (control) or DHT. 

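Granulosa cells (GCs) are the somatic cells that surround the oocyte in the ovarian follicle, and dihydrotestosterone (DHT) is an androgen that cannot be converted to estrogen. The RNA-seq data came from 6 libraries, 3 of control GCs and 3 of GCs treated with 25 nM DHT for 24 h. Each library was made from the pooled GCs of 5 mice. The sample labels give the same groups but describe the extracted material as whole ovary, and their free text on treatment names DHT for every sample. A separate characteristic names control for 3 samples and DHT for 3. The groups were taken from that characteristic and from the paper's methods. The authors trimmed the reads, mapped them to GRCm38, counted the unique reads in exons and deposited the count of each gene divided by the size factor of its library. The deposited table held 16300 genes. Every value was a whole multiple of one step per library, and the whole reads were recovered for 100% of the values in each library. The recovered reads summed to 38486526, 41366587 and 41928585 in control replicates 1, 2 and 3, with a median of 41366587. The DHT libraries held 39777305, 36111177 and 36240461 reads, with a median of 36240461. The paper states a higher number of reads per sample, and the values used here are reads counted on genes. The 10 genes with the most reads took 5.38% to 5.43% of the reads in the control libraries and 5.61% to 5.91% in the DHT libraries. Low genes had been removed before deposition, since the smallest mean of recovered reads over the 6 libraries was 10.2. The normalized counts were analysed as log2(value + 1) with limma's moderated test with an intensity trend, over the 16292 genes with a mean of at least 10. This pseudocount understates the fold change of genes with low counts. The genes were called at an adjusted p of at most 0.05 by Benjamini-Hochberg and an absolute log2 fold change above 1, the thresholds of the paper. The paper's filter of FPKM > 1 was not applied. Gene positions are those of the GRCm38 annotation of GENCODE, and the strand setting and annotation release of the authors' counting are not named in the paper's text. Exons of a gene that overlap a gene on the other strand could therefore have received reads of both.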

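On the log2 values of the tested genes, the Euclidean distance between 2 libraries of the same group ranged from 41.9 to 53.9, with a mean of 47.3. Between a control and a DHT library, the distance ranged from 48.3 to 70.0, with a mean of 57.7. The ranges overlapped. The shortest distance between groups, 48.3, was that of control replicate 3 and DHT replicate 1. The mean distance between groups was 1.22 times the mean distance within groups. No other of the 10 splits of the 6 libraries into 3 and 3 gave a ratio as large (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The alternative that moved this ratio most was the rlog transformation of the recovered reads, with a ratio of 1.73. The first principal component held 41.2% of the variance, and its score was negative in all 3 control libraries and positive in all 3 DHT libraries. The second component held 20.8% and did not separate the groups.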

The overall similarity among samples was assessed by the Euclidean distance between samples (S1 Fig). 

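Of the genes tested in the RNA-seq libraries, 213 passed both thresholds. In each of these 213 genes, every DHT library lay on the same side of every control library. Over all tested genes, 4978 (30.6%) had groups without overlap, where chance gives 10%. The smallest adjusted p over all genes was 5.4e-06 from limma with Benjamini-Hochberg adjustment. The standard error of the log2 fold change had a median of 0.23 over the called genes. When the same test was run on simulated counts for 16125 genes with 200 genes changed, it recovered 197 of them and made 1 false call among 198. All simulated changes were set well above the fold threshold, so this recovery does not hold for genes close to it.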

DESeq2 analysis identified a total of 190 annotated significant differentially expressed ENSEMBL genes (DEGs). Out of these genes, 129 were upregulated and 61 were downregulated genes (FPKM>1). 

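By limma with Benjamini-Hochberg adjustment, 148 genes were higher and 65 were lower in DHT-treated GCs. The authors' deposited table gives 129 genes up and 61 down by DESeq2. Of these genes, 122 of the upregulated and 51 of the downregulated genes were also called by limma. A DESeq2 Wald test on the recovered reads called 190 genes, and all 190 were the genes that the authors' deposited table gives. With independent filtering at an alpha of 0.05 in place of the default 0.1, a setting chosen after seeing the data, DESeq2 called 192 genes, of which 189 were among the genes of the authors' deposited table. A quasi-likelihood test by edgeR on the recovered reads called 214 genes, of which 177 were among the genes of the authors' deposited table. The alternative that lowered the counts most was the TREAT test against a log2 fold change of 1, which called 0 genes, with 91 genes at an unadjusted p of at most 0.05. The control and DHT libraries share the replicate numbers 1 to 3. The deviations of same-numbered libraries from their group means had correlations across genes of 0.006, 0.07 and -0.24 for replicates 1, 2 and 3, against a mean of 0.03 for libraries with different numbers. With the replicate number as a block, 111 genes were called up and 46 down, and 155 of these 157 genes were also called without the block.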

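*Saa3* (ENSMUSG00000040026; chromosome 7 of GRCm38, 46711998 to 46715700) had the largest rise among the called genes, from 63.0 ± 27.7 (SD, n = 3) normalized counts in control to 592 ± 181 (SD, n = 3) in DHT. Its log2 fold change was 3.28 with a standard error of 0.33, and it stayed between 2.88 and 3.57 with each library left out in turn. *Saa2*, a member of the same gene family, rose by a log2 fold change of 2.74, from 5.98 ± 1.30 normalized counts in control (SD, n = 3). Unique reads were counted, so reads shared by *Saa2* and *Saa3* were left out of both. The long noncoding RNA *Miat* followed with a log2 fold change of 2.72, and the olfactory receptor gene *Olfr805* rose from 3.16 ± 2.33 to 20.7 ± 3.73 normalized counts (SD, n = 3), a level at which DESeq2 gave no adjusted p. The largest fall was that of *Gm17641* (ENSMUSG00000091272; chromosome 3, 68867917 to 68870266), with a log2 fold change of -2.93. Its exons overlap *1110032F04Rik* on the other strand, which had a log2 fold change of -2.18, so reads of one could have been counted on the other. *5330411J11Rik* had a log2 fold change of -2.15 and an adjusted p of 0.038 from limma with Benjamini-Hochberg adjustment, and of 0.063 with the replicate number as a block. DESeq2 gave no adjusted p for this gene either. Over the alternatives that gave one, its adjusted p ranged from 0.012 to 0.12. It no longer passed without the intensity trend, or without control replicate 1, control replicate 2, DHT replicate 2 or DHT replicate 3. *Kcnc4* followed with -1.93.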

The global transcriptional change across the two groups compared (control vs DHT) is represented by a volcano plot in Fig 1A and hierarchical clustering of all the significant DEGs in control vs DHT treated GCs are shown in Fig 1B. The complete list of significant DEGs is presented in S1 Dataset. 

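All 190 genes of the S1 Dataset were tested, and all 190 had the direction that the S1 Dataset gives. Of these, 173 passed both thresholds by limma, and 148 did so with the replicate number as a block. Among the 17 genes that did not, 14 had an adjusted p above 0.05 and 5 had an absolute log2 fold change of 1 or less. Adjusted over the 190 genes alone, all 190 had an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment, against 176 when adjusted over all genes tested. The list is the paper's own selection from these libraries, so the first count does not measure stability. A further 40 genes outside the S1 Dataset were called, and 35 of them had a mean under 50 normalized counts. For the 47 genes of the S1 Dataset examined one by one, the log2 fold change on the log2(value + 1) scale differed from the paper's by at most 0.25.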

*In silico* analysis revealed that all of the DEGs have at least one or more ARE sequences in the promoter and/or distal (within 5Kb) region thereby suggesting that most of these genes are regulated directly by AR, rather than secondary effects of hormone exposure. 

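*Bmp4* (ENSMUSG00000021835) lies on chromosome 14 of GRCm38 from 46383520 to 46390669. Its normalized count was 45.2 ± 3.34 (SD, n = 3) in control and 123 ± 1.87 (SD, n = 3) in DHT-treated GCs, a log2 fold change of 1.43 (standard error 0.14, adjusted p = 0.00041 from limma with Benjamini-Hochberg adjustment). *Angpt1* (ENSMUSG00000022309; chromosome 15, 42424723 to 42676977) had 350.4 ± 61.5 normalized counts in control and 872 ± 102 in DHT (SD, n = 3), a log2 fold change of 1.32. *Mmp2* (ENSMUSG00000031740; chromosome 8, 92827291 to 92853420) had 779 ± 155 normalized counts in control and 1804 ± 287 in DHT (SD, n = 3), a log2 fold change of 1.22. The adjusted p was 0.00043 for *Angpt1* and 0.0011 for *Mmp2* by limma with Benjamini-Hochberg adjustment. *Lhcgr* (ENSMUSG00000024107; chromosome 17, 88716481 to 88791990) had 36.2 ± 26.1 normalized counts in control and 79.5 ± 14.4 in DHT (SD, n = 3). Its control libraries held 32.7, 12.1 and 63.9 normalized counts and its DHT libraries 68.5, 74.2 and 95.8. The log2 fold change of *Lhcgr* was 1.38 with a standard error of 0.48 and an adjusted p of 0.11 from limma with Benjamini-Hochberg adjustment, so its rise did not pass the threshold. By DESeq2 on the recovered reads, the adjusted p of *Lhcgr* was 0.039. With the replicate number as a block, the adjusted p by limma was 0.0049 for *Bmp4*, 0.0025 for *Angpt1*, 0.0017 for *Mmp2* and 0.086 for *Lhcgr*. In each of the 4 genes every DHT library lay above every control library (exact permutation test, two-sided, p = 0.1, the smallest p possible). Exons of *Bmp4* and *Angpt1* overlap *Gm15217* and *Gm17473* on the other strand.

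**Figure D1:**
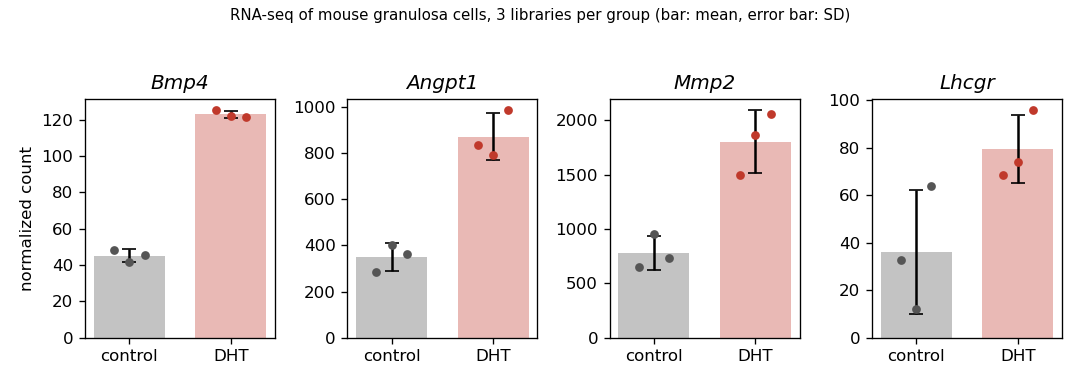
Normalized counts of *Bmp4*, *Angpt1*, *Mmp2* and *Lhcgr* in control and DHT-treated GCs. Points are the 3 libraries of each group, bars the mean and error bars the SD; the control libraries of *Lhcgr* spread from 12.1 to 63.9, near the lowest DHT library at 68.5.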

Based on established ovarian functions, 4 DEGs- *Bmp4*, *Angpt1*, *Mmp2* and *Lhcgr* were selected to further verify that AR, through direct ARE binding, regulates the expression of these genes. Fig 1C shows DHT treatment significantly increases mRNA abundance of *Bmp4*, *Angpt1*, *Mmp2* and *Lhcgr*. Moreover, ChIP-qPCR studies with AR antibody show that DHT treatment increases AR binding to AREs located on the promoter region of the above-mentioned genes (Fig 1D).

**Fig 1:**
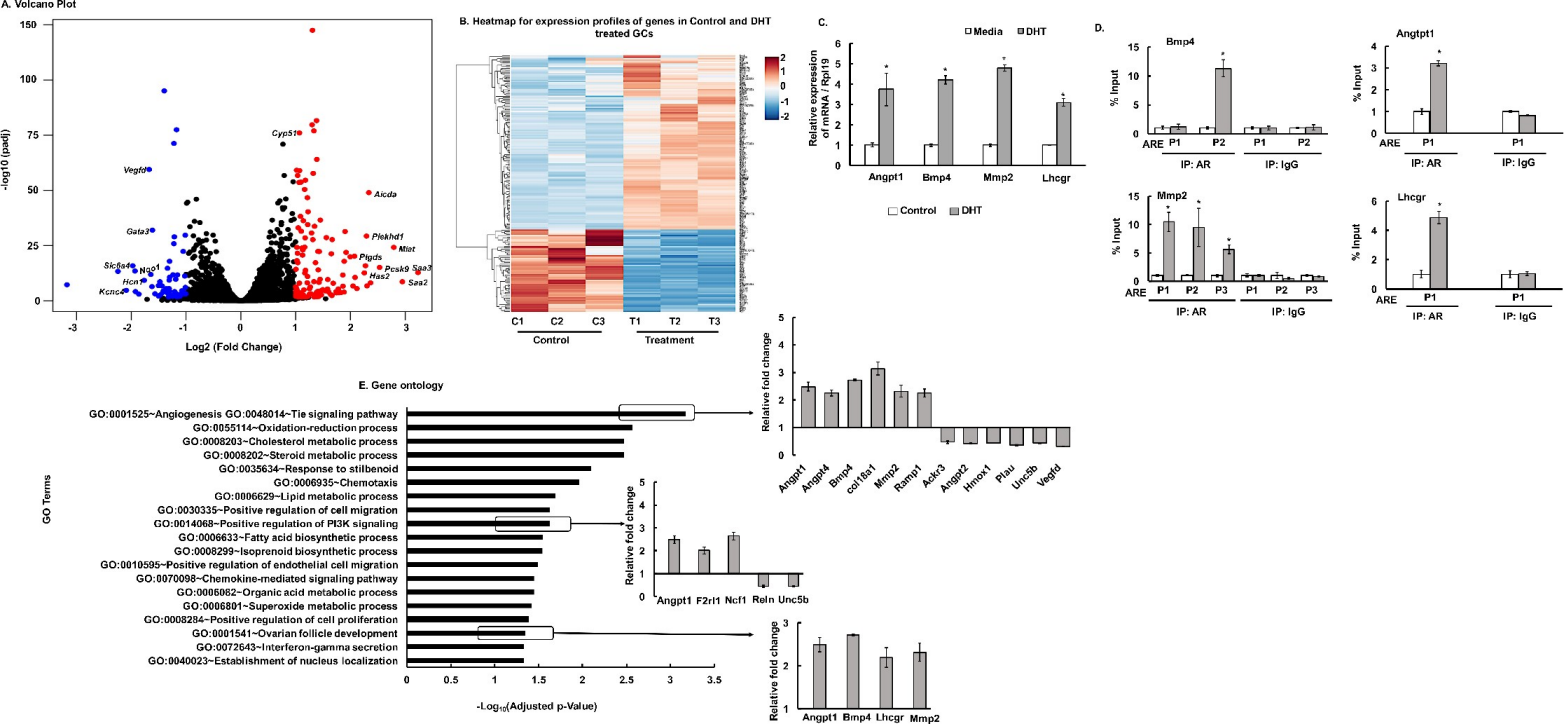
Androgen-induced transcriptome analysis in primary mouse granulosa cells (GC). A: Volcano plot: Representing the global transcriptional change across the groups compared. Each data point in the scatter plot represents a gene. Genes with an adjusted P ≤ 0.05 and a log2 fold change ≥ 1 are indicated by red dots and represent up-regulated genes. Genes with an adjusted P ≤ 0.05 and a log2 fold change ≤ -1 are indicated by blue dots and represent downregulated genes. B: Heatmap of differentially expressed genes sorted by adjusted p-value by plotting their log2 transformed expression values in samples. C: Relative expression of *Bmp4* (Bone morphogenetic factor 4), *Angpt1* (Angiopoietin 1), *Mmp2* (Matrix Metallopeptidase 2) and *Lhcgr* (Luteinizing hormone/Choriogonadotropin receptor) mRNA levels by quantitative PCR in primary mouse GCs treated with media or DHT (25nM for 24h). Data are displayed as means ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* (* P ≤ 0.05, *vs* media). D: Anti-AR ChIP-assay in mouse primary GC cultures treated with media (control) or DHT (25nM for 24h) showing AR binding to different ARE sequences (P1/P2/P3) on *Bmp4* (-693/-383Kb from TSS), *Angpt1* (-1074Kb from TSS), *Mmp2* (-937/-753/-332Kb from TSS) and *Lhcgr* (-47Kb from TSS) promoter region. IgG represents non-specific antibody. Values represent percentage input. Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 10 mice were pooled together) and * P ≤ 0.05, *vs* media. E: Gene ontology analysis: Gene ontology terms of significantly enriched pathways with an adjusted P-value ≤ 0.05 in the differentially expressed gene sets.

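Lists of pathway genes were tested as sets with limma's camera test, which asks whether the genes of a set move more than the other genes tested. The lists were written before the expression values were examined but after the S1 Dataset had been read. All 20 cholesterol biosynthesis enzymes were higher in DHT, each with an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment. Their mean log2 fold change exceeded that of all tested genes by 0.88 (limma camera p of 1.4e-26, and 7.6e-25 with the replicate number as a block). Of the 20 enzymes, 8 are in the S1 Dataset, and the other 12 had log2 fold changes from 0.27 to 0.82. All 17 genes of fatty acid synthesis and targets of the SREBP transcription factors were higher, 16 of them with an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment, with a mean shift of 0.80 (limma camera p of 1.3e-16, block p of 8.6e-15). Of 12 steroidogenesis genes, 10 were higher, with a mean shift of 0.26 (limma camera p of 0.00026, block p of 0.00037). Adjusted over the 12 sets tested, these p values were 1.7e-25, 7.7e-16 and 0.00079 by Benjamini-Hochberg. The camera p comes from the model across genes and not from the 3 libraries per group alone. Of the 10 splits of the 6 libraries, 1, the real one, gave a shift as large for each of these 3 sets (exact permutation test, two-sided, p = 0.1, the smallest p possible). Among the alternatives, the statistics of DESeq2 lowered the camera p most, to 2.3e-139, 1.9e-57 and 1.9e-08, and an inter-gene correlation estimated from the data in place of the preset 0.01 raised it most, to 0.032, 0.042 and 0.018.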

Gene ontology (GO) enrichment analysis (Fig 1E) of the DEGs revealed angiogenesis/tie pathway, cholesterol and lipid metabolism, steroid biosynthesis, oxidation-reduction process, ovarian follicle development and positive regulation of cell proliferation as some of the primary biological processes to be significantly affected by DHT treatment. 

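Of the 12 genes of the angiogenesis/tie group, 11 passed both thresholds, and 11 did so with the replicate number as a block. The paper took these 12 genes from its DEGs of the same libraries, so these counts are not independent evidence. The 6 upregulated genes, *Angpt1*, *Angpt4*, *Bmp4*, *Col18a1*, *Mmp2* and *Ramp1*, had log2 fold changes from 1.18 for *Ramp1* to 1.67 for *Col18a1*. *Angpt4* rose from 215 ± 63.4 to 485 ± 43.9 normalized counts (SD, n = 3). The 6 downregulated genes, *Ackr3*, *Angpt2*, *Hmox1*, *Plau*, *Unc5b* and *Vegfd*, had log2 fold changes from -1.67 for *Vegfd* to -0.97 for *Ackr3*. *Vegfd* fell from 927 ± 88.8 to 290.0 ± 26.8 normalized counts (SD, n = 3), and *Unc5b* from 3444 ± 97.1 to 1527 ± 118 (SD, n = 3). *Ackr3* had 97.6 ± 47.3 normalized counts in control and 45.4 ± 9.02 in DHT (SD, n = 3), with overlapping groups and an adjusted p of 0.12 from limma with Benjamini-Hochberg adjustment. By DESeq2 on the recovered reads its adjusted p was 0.013.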

Specific genes that are upregulated or downregulated in these pathways following androgen treatment are further shown in Fig 1E. These pathways/genes were previously not known to be regulated by androgens and, thereby, this study reveals that androgens affect a wide range of biological processes critical for normal follicular development and thus, ovarian function.

### Androgens significantly modulate H3K27me3 mark on gene promoters and enhancers

Previously [38] we have shown that androgens decrease the H3K27me3 mark in GCs. To evaluate the impact of androgens on genome-wide distribution of H3K27me3 landscape, we performed ChIP with the H3K27me3 antibody followed by high-throughput sequencing in control vs. DHT treated GCs.

#### Total H3K27me3 peaks modulated by DHT

The analysis of sequencing reads revealed 16,345 H3K27me3 peaks in control and 3975 H3K27me3 peaks in DHT treated samples: a 75% reduction in peaks in the DHT treated samples. Fig 2A shows a heat map of genome wide H3K27me3 peaks in GCs from control and treatment groups. Each row in the heatmap corresponds to a H3K27me3 signal peak identified from either controls or DHT treated samples. The normalized ChIP-seq read densities around the peaks are shown with the summits of the peaks in the middle, along with +/-10kb flanking regions. Of 16,345 H3K27me3 peaks in control samples, 5513 peaks were within gene bodies while 153 peaks were in promoter regions. In contrast, there were only 1389 H3K37me3 peaks in the gene body and 54 peaks in the promoter region in the DHT treated samples. S2 Fig represents the number of H3K27me3 peaks overlapping different genomic annotations in the control and treatment (DHT) group.

**Fig 2:**
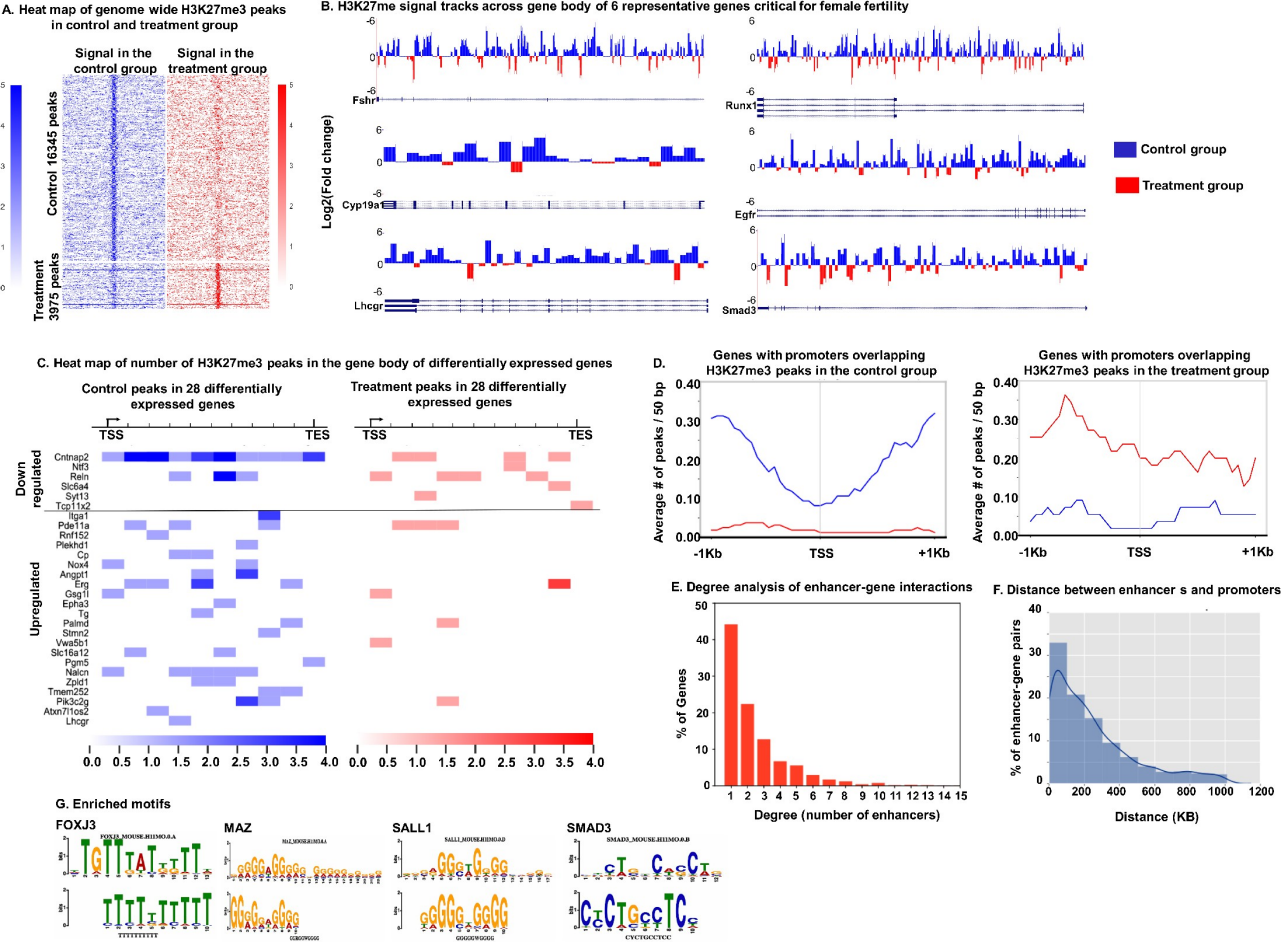
Genes associated with androgen-induced decrease in H3K27me3 mark in the gene body and overlapping with promoters and distal enhancers involving long-range regulation of gene expression. A: Heat maps showing the read density change along the peak regions for the 16345 control peaks and the 3975 treatment peaks. B: H3K27me3 signals in control and DHT treatment groups along the gene body of *Fshr-* follicle stimulating hormone receptor, *Cyp19a1-* aromatase, *Lhcgr-* luteinizing hormone/Choriogonadotropin receptor, *Runx1*- runt-related transcription factor 1, *Egfr*–epidermal growth factor receptor and *Smad3*- Mothers against decapentaplegic homolog 3. Log2 fold change was calculated as log2{(H3K27me3 control signal)/ (H3K27me3 treatment signal)}. Regions along the gene body with higher signals in the control group are represented as positive value- blue peaks and regions where signal was higher in the treatment group are shown as negative value-red peaks. C: Heatmap showing H3K27me3 peak counts in control and DHT-treated samples for 28 differentially expressed genes identified by comparing genes containing H3K27me3 peaks in the gene body with DEGs from the RNA-seq data. D: Average number of H3K27me3 peaks per 50bp overlapping with the promoter regions of 160 genes in the control samples and 55 genes in the DHT-treated samples. E: Degree analysis of enhancer-gene interactions for genes associated with significant decrease in H3K27me3 peaks in their enhancer regions with respect to DHT treatment. F: Distance between the promoters of genes and their corresponding enhancers that have decreased H3K27me3 signal by DHT treatment. G: Enriched transcription factor binding motifs in distal enhancers of genes associated with decrease in H3K27me3 signal with DHT treatment. E-values were < 0.1 and indicate the probabilities of observing the enrichment from random control DNA sequences. For each transcription factor, the upper motif logo corresponds to the consensus motif based on HOCOMOCO database and the lower motif logo corresponds to the observed sequence motifs that are enriched in linked distal enhancers.

#### DHT-induced modulation of H3K27me3 peaks in gene bodies

To further analyze the influence of androgen-modulated epigenetic dynamics on genes, we examined genes with gene bodies overlapping with H3K27me3 peaks. We identified 3144 genes in control and 1146 genes in DHT treated GCs with H3K27me3 peak signal across the gene body. Comparison of these two gene sets revealed that 2462 genes exclusively had H3K27me3 peak signal across the gene body in the control but not in the DHT-treated samples (S2 Dataset). Fig 2B demonstrates log2-fold change of H3K27me3 peaks overlapping with gene bodies of six representative genes (*Fshr*, *Cyp19a1*, *Lhcgr*, *Runx1*, *Egfr* and *Smad3*) that are known to play critical roles in ovarian function. For each gene, the H3K27me3 mark in control and treatment signals along the gene body was calculated by dividing each gene into 1000bp windows. The number of reads falling under each 1000bp window were considered the H3K27me3 signal in that window and log2 fold change of H3K27me3 signals along the gene body was calculated. Results show that DHT-treatment significantly lowers the H3K27me3 signal in all of the genes.

Subsequently, we compared the list of genes containing H3K27me3 peaks in their gene bodies with the list of DEGs from the RNA-seq data. We found 28 genes (22-upregulated and 6-downregulated genes) that were both differentially expressed and overlapped with H3K27me3 peaks, suggesting that the condition-specific epigenetic landscape of H3K27me3 may be related to the transcriptional variation of these genes. 

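Of the 28 genes, 27 passed both thresholds in the RNA-seq libraries, 21 of the upregulated and all 6 of the downregulated genes. The gene that did not was *Lhcgr*. The 28 genes are DEGs that the paper called from these same libraries, so the count is not independent evidence. With the replicate number as a block, 22 of the 28 genes were called. Without the intensity trend in limma, 18 were called. The log2 fold changes of the 22 upregulated genes ranged from 1.03 for *Itga1* to 2.32 for *Plekhd1*. *Plekhd1* (ENSMUSG00000066438; chromosome 12 of GRCm38, 80692591 to 80724214) rose from 498 ± 127 to 2442 ± 123 normalized counts (SD, n = 3). *Nox4* had a log2 fold change of 1.13 and *Tmem252* one of 2.23. The 6 downregulated genes were *Slc6a4*, *Tcp11x2*, *Syt13*, *Ntf3*, *Cntnap2* and *Reln*, with log2 fold changes of -1.91, -1.73, -1.41, -1.36, -1.21 and -1.17. *Tcp11x2* had the lowest counts of these, 30.5 ± 8.94 in control and 8.42 ± 2.25 in DHT (SD, n = 3). The H3K27me3 peaks of the comparison come from ChIP-seq libraries that were not analysed here. From the overlap of the 2 gene lists, the paper proposes that the H3K27me3 landscape may be related to the change in transcription of these genes.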

Fig 2C is a heat map representing the number of H3K27me3 peaks in the gene body (TSS to TES) for the 28 DEGs. Most of the upregulated genes had significantly lower levels of H3K27me3 marks while the downregulated genes had higher H3K27me3 marks in DHT-treated GCs than in controls. This shows that in addition to AR-ARE, the expression of these genes may also be regulated by androgen-induced H3K27me3 modulation.

#### DHT-induced modulation of H3K27me3 peaks in the promoter region

Further analysis revealed that there were 160 genes in control and only 55 genes in the DHT treated samples with H3K27me3 peaks located specifically in the gene promoter regions. Fig 2D (Left panel) represents the average number of H3K27me3 peaks per 50bp in the promoter region (TSS+/-1KB) for the 160 genes in the control group and corresponding average peaks for the same genes in the treatment group. Similarly, Fig 2D (right panel) represents the average number of H3K27me3 peaks per 50bp in the promoter region (TSS+/-1KB) for the 55 genes in the treatment group and corresponding average peaks for the same genes in the control group. The list of all the genes with promoters overlapping with H3K27me3 peaks in the control and treatment groups is provided in the supplemental data (S3 Dataset). Considering the complex regulatory activities in promoter regions, these androgen-induced differential H3K27me3 peaks located in the promoters may play pivotal roles in regulating the transcriptional levels of the corresponding genes.

#### DHT-induced modulation of H3K27me3 peaks in the enhancer region

Since large portions of the mouse genome are non-coding regions with numerous enhancers widely spread [49], we further extended our analysis to non-coding regions and focused on distal enhancers that have long-range chromatin interactions with promoters and may play a crucial role in controlling the expression of genes. While enhancers act through the binding of transcription factors just like promoters, their location greatly vary from the transcription start site (TSS) of the gene they regulate. Moreover, while a single enhancer can influence the expression of multiple genes, a single gene can be regulated by multiple enhancers. Thus, we determined enhancer-gene pairs for the 2462 genes in which the H3K27me3 signal peaks were significantly decreased by DHT treatment (genes with exclusive H3K27me3 peaks in the control group). For these genes, the chromatin interaction data including Hi-C and Capture-C were used to find potential enhancers (Bioinformatics analysis for ChIP-seq, S1 Text). For each gene, the H3K27me3 in the gene body and H3K27me3 level in each of its potential enhancers were calculated. We found 1380 genes where DHT treatment lowered the H3K27me3 signal (S5 Dataset). For enhancer–gene pair, the correlation between the gene body H3K27me3 level and enhancer H3K27me3 level was calculated and only positively correlated enhancer–gene pair (Pearson correlation > 0.4) were selected. Results show 3447 enhancer–gene pairs. Next, we determined the number of enhancers that regulate the same gene (Fig 2E). Results show that 45% of these genes are regulated by only 1 enhancer region while 21% of the genes are regulated by 2 enhancers. Furthermore, we calculated the distance between the promoters and their corresponding enhancers that have decreased H3K27me3 signal by DHT treatment. Fig 2F shows the distance analysis of the enhancer–gene interactions for the genes that show DHT-induced decrease in H3K27me3 levels. 33% of the enhancer–gene pairs that show decreased H3K27me3 with DHT treatment have 0 to 100KB distance between the gene and the enhancer. These analyses show that androgens can modulate gene expression not only by reducing the H3K27me3 mark in the promoter region of genes but also in distal enhancers.

Moreover, comparing the chromatin contact maps (ChIP-seq data) with the androgen-induced DEGS revealed 186 enhancers whose H3K27me3 levels were significantly negatively correlated (Pearson correlation < -0.4) with the expression of 99 DEGs, out of which 66 were upregulated and 33 were downregulated genes (S6 Dataset) across samples of controls and DHT treated GCs. This highlights the importance of complex long-range multi-enhancer regulation of AR regulated genes in the ovarian GCs.

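All 99 genes of the S6 Dataset had the direction listed there in the RNA-seq libraries, and 92 passed both thresholds, 63 of the 66 upregulated and 29 of the 33 downregulated genes. The 99 genes are DEGs that the paper called from these same libraries, so neither count is independent evidence. With the replicate number as a block, 79 of the 99 genes were called, and without the intensity trend in limma 63. The upregulated genes had log2 fold changes from 0.99 to 3.28. The downregulated genes had log2 fold changes from -1.91 to -0.96. The enhancer H3K27me3 levels behind the correlations were not analysed here.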

#### Motif analysis of the enhancers

Given that H3K27me3 is a gene repressive mark, it is likely that the androgen-induced decrease of H3K27me3 allows specific transcription factors to bind to these enhancer regions. We analyzed the enhancer regions linked with H3K27me3 peaks for motif enrichment using MEME-ChIP as described in bioinformatics analysis for ChIP-seq, (S1 Text). Four transcription factors (TFs), FOXJ3 (forkhead box j3; *p*-value 1.44e-04 and *q*-value 1.49e-01), MAZ (MYC associated zinc finger protein; *p*-value 6.85e-08 and *q*-value 7.05e-05), SALL1 (spalt like transcription factor 1; *p*-value 2.20e-04 and *q*-value 9.90e-02) and SMAD3 (*p*-value 3.20e-05 and *q*-value 3.32e-02) with E-value < 0.1 were identified as candidate factors associated with epigenetic changes in distal enhancers (Fig 2G).

### Androgens through the PI3K/Akt pathway, in a transcription-independent fashion, increase HIF1α protein levels, which in turn induce the expression of JMJD3 / KDM6B in mouse granulosa cells

Next, we determined the underlying mechanism by which androgens modulate H3K27me3. We have reported [38] that androgens inhibit the expression and activity of the histone methyltransferase EZH2, that promotes the H3K27me3 epigenetic mark. Here we wanted to determine if androgens have any effect on the expression of histone demethylases. Results (Fig 3A) show that 24h of DHT (25nM) treatment specifically induces the expression of a Jumonji domain containing demethylase called *Jmjd*3 (*Kdm6b*). There was no effect of DHT on the expression of other Jumonji domain containing demethylases namely, *Jmjd1a (Kdm3a)*, *Jmjd2b (Kdm4b)*, *Jarid1b (Kdm5b)*, *Jmjd2a (Kdm4b)* and *Jarid2*. Intriguingly, *Jmjd*3 specifically demethylases H3K27me3 and therefore we further explored the mechanism by which androgens regulate the expression of *Jmjd*3.

**Fig 3:**
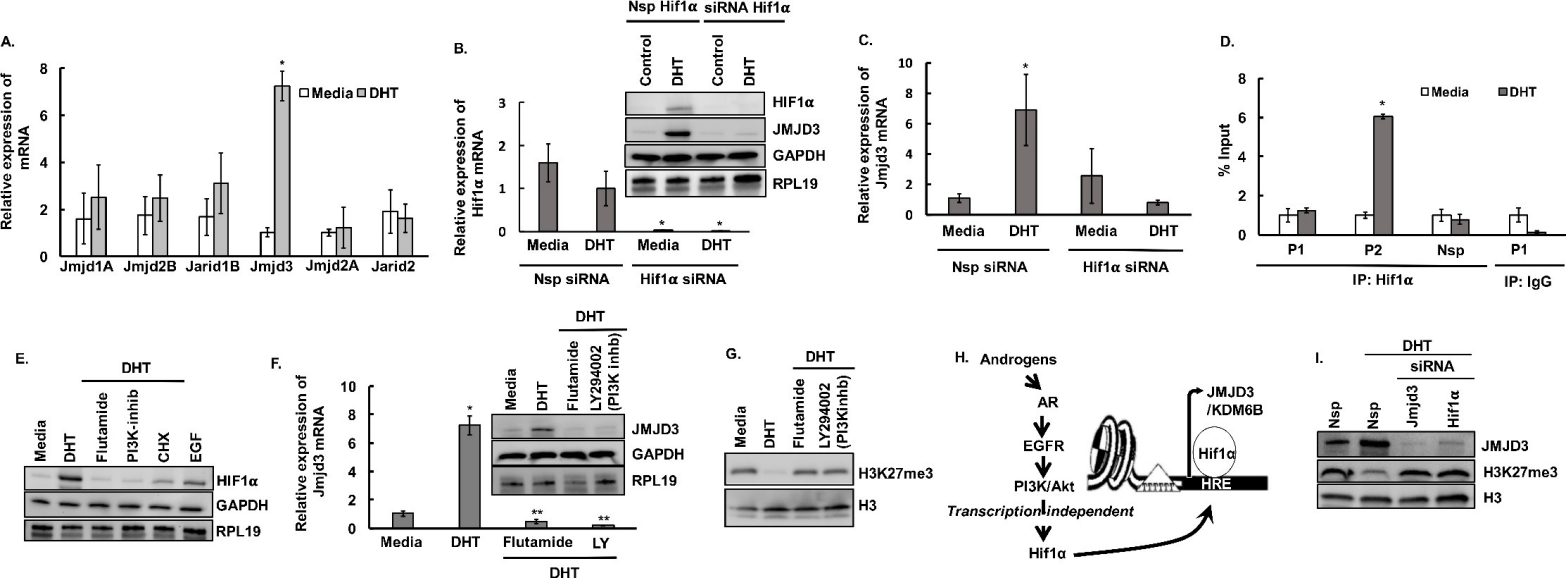
Androgens through HIF1α regulate JMJD3 expression. A: Relative expression of Jumonji histone demethylase mRNA levels by quantitative PCR in mouse primary GC cultures treated with media containing vehicle (control) or DHT (25nM for 24h). Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* (* P ≤ 0.05, *vs* media). B: siRNA-mediated knockdown of *Hif1α* in mouse primary GC cultures. C: Effect of siRNA-mediated knockdown of *Hif1α* on *Jmjd3* mRNA levels in mouse primary GC cultures treated with media containing vehicle (control) or DHT. Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* (* P ≤ 0.05, *vs* media). D: Anti-HIF1α ChIP-assay in mouse primary GC cultures treated with media containing vehicle (control) or DHT (25nM for 24h) showing HIF1α binding to two (P1/P2) HRE sequences (-0.2/+4.2Kb from TSS) on *Jmjd3* promoter region. IgG represents non-specific antibody and “Nsp” represents non-specific primers. Values represent percentage input. Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 10 mice were pooled together) and * P ≤ 0.05, *vs* media. E: HIF1α protein levels in mouse primary GC cultures treated with media containing vehicle (control) or DHT (25nM for 24h) in presence of flutamide (AR inhibitor, 100nM), LY294002 (PI3K inhibitor, 10μM) or cycloheximide (CHX, a protein translational inhibitor, 1μM). Epidermal Growth Factor, EGF (20ng/ml) was used as a positive control. F and G: Relative expression of *Jmjd3* mRNA and protein levels (F) and H3K27me3 levels (G) in mouse primary GC cultures treated with media containing vehicle (control) or DHT (25nM for 24h) in presence of flutamide (AR inhibitor, 100nM) and LY294002 (PI3K inhibitor, 10μM). Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* (P ≤ 0.05, * *vs* media and ** *vs* DHT). H: Proposed model of androgen-induced translation-dependent increase in HIF1α protein levels and its role in *Jmjd3* expression. I: Effect of siRNA-mediated knockdown of *Hif1α* and *Jmjd3* on H3K27me3 levels in mouse primary GC cultures treated with media containing vehicle (control) or DHT (25nM for 24h).

*In silico* analysis of the *Jmjd*3 promoter revealed the presence of HRE (*Hif1α* response element) regions (S3A Fig). Interestingly, studies in mouse and humans show that HIF1α can induce *Jmjd*3 both under normal conditions and hypoxic stress [50]. Therefore, to determine if HIF1α plays any role in DHT-induced expression of *Jmjd*3 in mouse GCs, we knocked down the expression of *Hif1α* with *Hif1α* -specific siRNA (Fig 3B) in primary mouse GC culture. siRNA-mediated knockdown of *Hif1α* completely blocked the DHT-induced increase of *Jmjd*3 mRNA (Fig 3C) and JMJD3 protein levels (Fig 3B) in mouse GCs. Furthermore, ChIP studies with HIF1α antibodies (Fig 3D) show increased binding of HIF1α on one of the two HRE sequences on the *Jmjd*3 promoter region with DHT treatment. This establishes that androgens, through HIF1α, mediate the expression of *Jmjd3* in mouse GCs.

We further wanted to understand how androgens regulate HIF1α. In prostate cancer, it has been reported that androgens acting through the PI3K/Akt pathway, in a transcription-independent fashion, increase HIF1α protein levels [51]. Consequently, we and others have also reported that DHT treatment activates the PI3K/Akt pathway in GCs [6,19,38]. Results show that similar to prostate cancer, in mouse GCs, DHT stimulation does not affect *Hif1α* mRNA levels (Figs 3B and S3B) but increases HIF1α protein levels (Fig 3B and 3E). This increase in HIF1α protein by DHT stimulation is blocked by flutamide (AR inhibitor), LY294002 (PI3K inhibitor) and cycloheximide (CHX, a protein translational inhibitor) (Fig 3E). Moreover, CHX-chase studies with DHT revealed no difference in HIF1α protein degradation (S3C Fig), indicating that DHT increases HIF1α protein levels through a translation-dependent mechanism. Notably, inhibition of AR and the PI3K pathways attenuated DHT-induced increase in *Jmjd3* mRNA (Fig 3F), JMJD3 protein levels (Fig 3F) and JMJD3 enzymatic activity (S3D Fig) as well as the global decrease in the H3K27me3 mark (Fig 3G) in mouse GCs. Thus, these studies show that androgens, through PI3K/Akt signaling, in a translation-dependent pathway enhance HIF1α protein levels that in turn bind to HRE sequences on the *Jmjd3* promoter region and induce the expression of *Jmjd*3 in mouse GCs (Fig 3H).

Furthermore, to directly establish the AR-HIF1α-JMJD3 pathway to the downstream modulation of H3K27me3 mark, we knocked down *Jmjd3* and *Hif1α* by siRNAs and determined H3K27me3 levels (Fig 3I), as well as performed ChIP assays with H3K27me3 antibody on *Lhcgr*, *Cyp19a1*, *Fshr and Runx1* promoter regions (S4A Fig). Results show that ablation of *Jmjd3* and *Hif1α* expressions block the androgen-induced decrease of total H3K27me3 levels (Fig 3I) and the H3K27me3 mark in the promoter region of the above-mentioned genes (S4A Fig).

Previous studies have shown that hypoxia alone or Clioquinol, a *Hif1α* activator under normoxia, can induce *Jmjd3* expression [50]. Therefore, to determine whether exogenous activation of HIF1α in absence of AR can rescue *Jmjd3* expression and H3K27me3 levels, we knocked down *Ar* by LNA-siRNA in primary mouse GC cultures and treated the cells with/without Clioquinol (50μM) in presence or absence of DHT (S5 Fig). Similar to previous studies, Clioquinol induces JMJD3 protein and lowers H3K27me3 level in mouse primary GCs (S5A Fig). However, in absence of AR, while Clioquinol completely rescues JMJD3 level, the downstream effect on H3K27me3 level (decrease of H3K27me3) was only partial (S5B Fig). This suggests that androgen-induced modulation of the H3K27me3 mark is mediated through a synergistic regulation of the expression and activity of the two opposing enzymes, EZH2 and JMJD3 that specifically target tri-methylation of H3K27. In addition to H3K27me3 levels, we also determined H3K27ac levels, a well-recognized marker for active enhancers. H3K27ac levels were significantly elevated in GCs treated with DHT compared to controls (S4B Fig).

### Androgen-induced modulation of H3K27me3 regulates expression of genes critical for ovarian function

Finally, as a proof of concept, we knocked down AR expression *in vivo* by injecting LNA-containing oligonucleotides targeting AR or non-specific control into the ovarian bursa of mice (Fig 4A). Loss of AR expression *in vivo* significantly increases the H3K27me3 mark in the GCs that corresponds to increased expression of EZH2 and decreased levels of HIF1α and JMJD3 than in non-specific controls (Fig 4A). ChIP-PCR studies (Fig 4B) with H3K27me3 antibody also reveal higher level of H3K27me3 within the gene body of key ovarian genes, *Lhcgr*, *Fshr*, *Cyp19a1* and *Runx1*. The downstream effect of increased H3K27me3 levels was further reflected by decrease in the mRNA levels of *Lhcgr*, *Fshr*, *Cyp19a1* and *Runx1* in the GCs treated with LNA-AR siRNA compared to non-specific control (Fig 4C).

**Fig 4:**
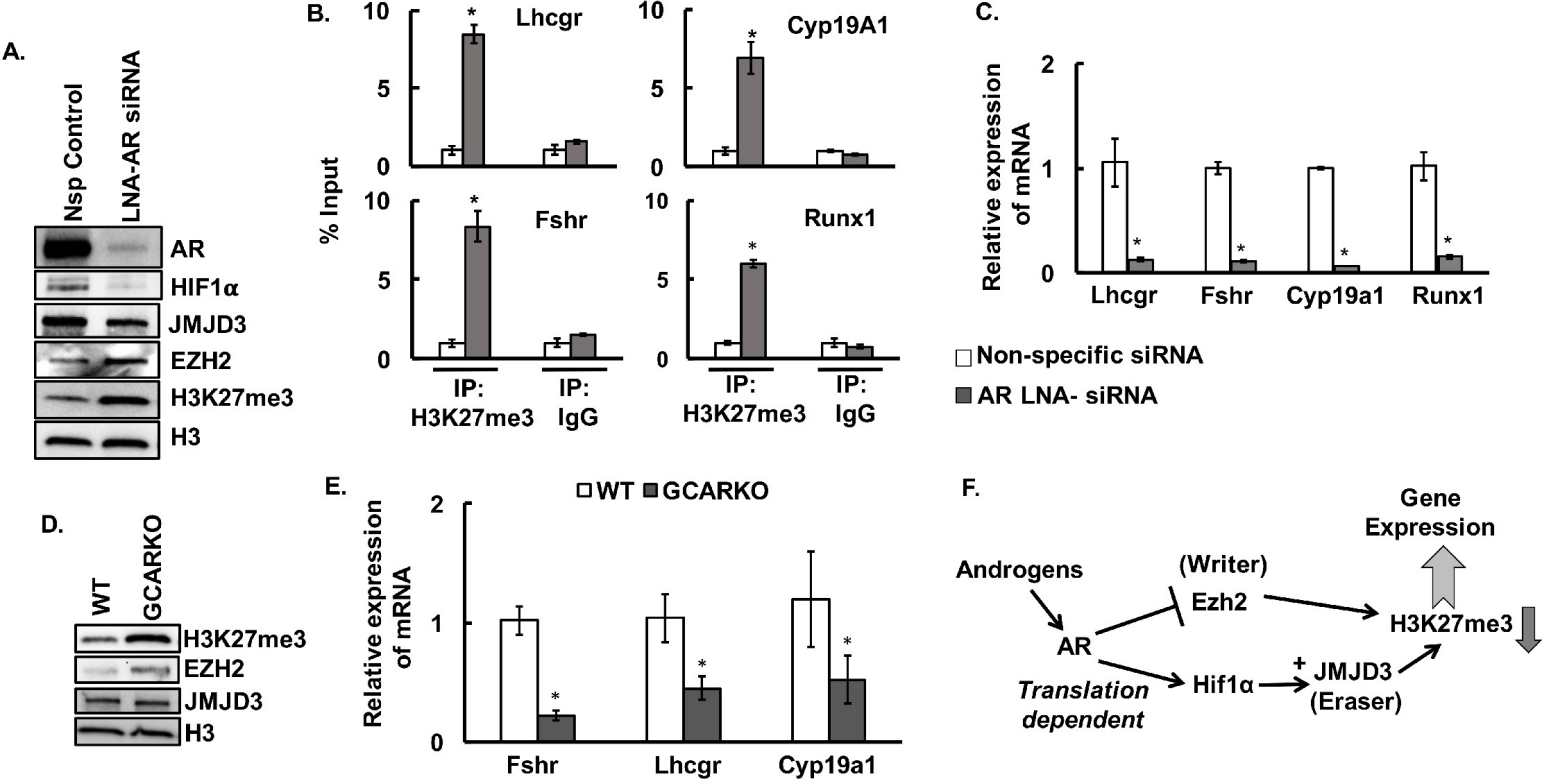
*In vivo* knockdown of androgen receptors increases H3K27me3 mark and inhibits the expression of key ovarian genes. A: Protein levels of androgen receptor (AR), HIF1α, JMJD3, EZH2, H3K27me3, and H3 in GCs isolated from ovaries of mice injected in the ovarian bursa with LNA-locked *Ar* siRNA and non-specific (Nsp) siRNA control. B and C: Anti-H3K27me3 ChIP-assay showing H3K37me3 levels within the gene body of *Lhcgr* (+641/+740 bp from TSS), *Fshr* (+379/+488 bp from TSS), *Cyp19a1* (+553/+653 bp from TSS) and *Runx1* (+579/+693 bp from TSS) (B) and relative expression of mRNA of these genes (C) in GCs isolated from ovaries of mice (n = 15 mice) injected in the ovarian bursa with LNA-locked *Ar* siRNA and non-specific (Nsp) siRNA. IgG represents non-specific antibody. ChIP assay values represent percentage input and data are displayed as mean ± SEM (n = 3 ChIP assays, for each experiment GCs isolated from 5 mice were pooled together) and *P ≤ 0.05, *vs* non-specific siRNA. Relative expression of mRNA is displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* and *P ≤ 0.05, *vs* non-specific siRNA. D and E: H3K27me3, EZH2, JMJD3 and H3 protein levels (D) and relative expression of *Fshr*, *Lhcgr* and *Cyp19a1* mRNA levels (E) in GCs isolated from ovaries of 24-25-week-old GC- specific ARKO (GCARKO) and wild type (WT) mice. Data are displayed as mean ± SEM (n = 4 mice) and normalized to *Gapdh* (*P ≤ 0.05 *vs* WT). F: Proposed model of androgen-induced modulation of H3K27me3 through regulation of *Ezh2* and *Jmjd3* expression and activity.

To further prove that the androgen/AR-induced modification of H3K27me3 is physiologically important, we determined H3K27me3 levels and expression of *Lhcgr*, *Fshr* and *Cyp19a1* in GCs isolated from ovaries of 24-25-week-old GC-ARKO mice. Notably, we have shown previously [15,38] that GC-specific knockout of AR causes premature ovarian failure characterized by higher rate of atresia and fewer ovulated oocytes. Based on our present data it can be speculated that one of the reasons for the premature ovarian failure in the GC-ARKO mice is due to the loss of androgen-induced decrease in H3K27me3 mark that in turn regulates the expression of many key ovarian genes. Supporting this hypothesis, results show that knockout of ARs, specifically in the GCs of the ovary, indeed increases H3K27me3 and EZH2 levels (Fig 4D) with decrease in JMJD3 protein levels. Moreover, expression of *Lhcgr*, *Fshr and Cyp19a1* are significantly lower (Fig 4E) in the GCs isolated from the ovaries of GC-ARKO animals compared to wild type.

## Discussion

In the ovary, androgens are not merely a substrate for estrogen synthesis, but direct androgen actions through the ARs are critical for normal follicular development and female fertility [2,4]. However, there is a dearth of knowledge about the genes and biological pathways regulated by androgens, which is a significant limitation towards understanding how androgens regulate follicular growth and function. This study for the first time provides three critical insights about androgen actions in the ovary.

First, we have identified a large number of genes and biological processes that were not formerly known to be regulated directly by androgens in GCs. Results show that genes like *Bmp4* [52], *Lhcgr* [53], *Adamts4* [54], *Ptgds4* and *Mmp2* [55–57], that are critical for follicular function are AR-induced genes. 

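*Adamts4* (ENSMUSG00000006403; chromosome 1 of GRCm38, 171250421 to 171260637) rose from 480.1 ± 62.5 to 987 ± 169 normalized counts (SD, n = 3), a log2 fold change of 1.03 (standard error 0.13, adjusted p = 0.0014 from limma with Benjamini-Hochberg adjustment). Its log2 fold change was between 0.93 and 1.18 with each library left out in turn, so it lay close to the threshold of 1. The deposited table lists *Ptgds* and no *Ptgds4*. *Ptgds* (ENSMUSG00000015090; chromosome 2, 25466709 to 25470046) rose from 343 ± 59.8 to 1443 ± 302 normalized counts (SD, n = 3), a log2 fold change of 2.06 (standard error 0.17, adjusted p = 0.00015 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p by limma was 0.0042 for *Adamts4* and 0.0018 for *Ptgds*.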

Previously, we [5] and others [6,19] have reported that androgens primarily maintain normal follicular development by regulating pre-antral to antral follicle transition by increasing FSH receptor levels and prevent follicular atresia. However, our gene expression data now clearly show that androgens have a much far-reaching impact on follicular function. For example, the angiopoietin-tie pathway, many of the genes of which we find to be directly induced by androgens, are not only vital for the remodeling and maturation of the developing vasculature that helps in the formation of dominant follicle/s but also play an essential role in non-angiogenic functions like follicular survival and steroidogenesis [58,59]. Inhibition of ANGPT1 increases follicular atresia [60] and the follicles which undergo early atresia show a higher ANGPT2:ANGPT1 ratio [61–63]. This is consistent with our results—DHT treatment increases *Angpt1* expression and lowers *Angpt2* transcript levels. 

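*Angpt2* (ENSMUSG00000031465; chromosome 8 of GRCm38, 18690263 to 18741562) had 428 ± 124 normalized counts in control and 181 ± 23.9 in DHT-treated GCs (SD, n = 3). Its log2 fold change was -1.21, with a standard error of 0.18 and an adjusted p of 0.0035 from limma with Benjamini-Hochberg adjustment, or 0.017 with the replicate number as a block. It lay between -1.34 and -0.98 with each library left out in turn. *Tek*, which encodes the Tie2 receptor, was low in both groups, with 40.3 ± 8.56 normalized counts in control and 29.8 ± 0.62 in DHT (SD, n = 3), and did not pass the threshold (adjusted p = 0.29 from limma with Benjamini-Hochberg adjustment).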

ANGPT2 is considered a natural antagonist of ANGPT1 [64,65]. The latter induces the phosphorylation of Tie2, which subsequently transduces a biological effect while ANGPT2 binds to Tie2 with the same affinity as ANGPT1 but does not phosphorylate the receptor [64,65]. Therefore, it is likely that the androgen-induced regulation of the angiopoietin–tie pathway is another mechanism by which androgens prevent follicular atresia. 

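*Cyp51* (ENSMUSG00000001467; chromosome 5 of GRCm38, 4081145 to 4104746) rose from 5246 ± 439 to 11005 ± 282 normalized counts (SD, n = 3), a log2 fold change of 1.07 with a standard error of 0.06. Its exons overlap *Akap9* on the other strand. *Cyp11a1*, which encodes the enzyme that cleaves the cholesterol side chain, rose from 87825 ± 8402 to 123349 ± 13071 normalized counts (SD, n = 3), a log2 fold change of 0.49 with an adjusted p of 0.01 from limma with Benjamini-Hochberg adjustment, and 0.049 with the replicate number as a block. *Star* did not pass the threshold, with a log2 fold change of 0.19 and an adjusted p of 0.25 from limma with Benjamini-Hochberg adjustment. Of the genes of oxidation and reduction, *Nqo1* fell from 921 ± 277 to 241 ± 14.4 normalized counts (SD, n = 3), a log2 fold change of -1.89. *Hmox1* fell from 10885 ± 1299 to 4668 ± 25.2 normalized counts (SD, n = 3), a log2 fold change of -1.21.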

Notably, the fact that androgen treatment directly induces genes in the cholesterol-lipid metabolism, steroid biosynthesis and oxidation-reduction pathways, which are some of the basic biological processes involved in maintaining normal follicular development [66–68], further highlights the importance of androgens in follicular development. Given that preovulatory androgens are essential for normal ovarian function and female fertility, while excess androgen is one of the well-established underlying causes for PCOS, we propose that there exists a critical balance between the essentiality of androgens for normal follicular function and the detrimental effects seen in hyperandrogenic conditions. 

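With each RNA-seq library left out in turn, the log2 fold change of *Angpt1* lay between 1.18 and 1.43 and that of *Mmp2* between 1.10 and 1.37. That of *Lhcgr* lay between 0.77 and 1.92.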

For example, a number of genes like *Lhcgr* [69], *Angpt1* [70] and *Mmp2* [71], that were upregulated following androgen treatment (RNA-seq data), not only play critical role in follicular development but have also been shown to be elevated in PCOS patients.

Moreover, androgen treatment also resulted in downregulation of 61 genes. 

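*Plau* fell from 13014 ± 3922 normalized counts in control to 4589 ± 728 in DHT-treated GCs (SD, n = 3). *Dlk1* fell from 183 ± 54.8 to 58.5 ± 3.18 normalized counts (SD, n = 3), and *Meg3*, whose exons overlap *Gm26906* on the other strand, from 3070.2 ± 613 to 1469 ± 318 (SD, n = 3). In all 3 genes every DHT library lay below every control library.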

Interestingly, comparison of the RNA-seq and ChIP-seq dataset revealed that out of all the downregulated genes, only 6 genes had higher H3K27me3 mark (Fig 2C). This suggests that androgen-induced downregulation of genes may be a secondary effect of androgen treatment. For example, we have reported previously [38] that androgens induce the expression of *miR-101* that in turn downregulates the expression of *Ezh2*. Another example is androgen-induced expression of *miR-125b* that decreases the expression of pro-apoptotic proteins [5].

Second, we have performed ChIP-seq analysis in GCs to determine the DHT-induced changes in H3K27me3, which is a gene silencing mark. Control of gene expression is exerted at a number of levels, one of which is the accessibility of genes and their controlling elements to the transcription machinery. Accessibility is dictated broadly by the degree of chromatin compaction, which is influenced in part by post-translational histone modifications. Our results highlight an important concept: in GCs, in addition to the genomic actions of androgens through the “classical” AR-ARE binding, androgen-induced decrease in H3K27me3 mark is another avenue through which androgens can regulate gene expression. 

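The count of DEGs rests on the fold threshold as well as on the adjusted p. At an adjusted p of at most 0.05 from limma with Benjamini-Hochberg adjustment and any fold change, 1063 genes were higher and 760 were lower in DHT-treated GCs. Of these, 1610 genes, 915 up and 695 down, had an absolute log2 fold change of 1 or less. With the replicate number as a block, the number of genes up at any fold change was 633 and that of genes down at any fold change 357. The authors' deposited table gives 1926 genes with an adjusted p of at most 0.05, 1121 up and 805 down.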

The fact that we identified only 190 DEGs (from RNA-seq study) that are directly regulated by androgens in contrast to 2462 genes (from ChIP-seq) that specifically had lower H3K27me3 mark in DHT-treated GCs, clearly shows that androgen-induced modulation of H3K27me3 mark has a much broader impact than the direct effects of androgens on GC function. On the basis of our present study, we propose that in GCs, androgens prime the promoter and/or enhancer regions of genes by lowering the H3K27me3 mark, that enables other transcription factors to induce the expression of these genes. In fact, we have reported previously [38] that *Runx1*, a gene critical for ovulation, is one such downstream target and androgens remove the H3K27me3-repressive mark from the *Runx*1 promoter. This enables the hCG-induced transcription machinery to access the *Runx1* promoter region leading to increased expression of *Runx1*. Intriguingly, previous studies have reported that androgen treatment increases the expression of genes like *Fshr* [6,72–75] and *Cyp19a1* [1,76,77] that are critical for follicular development. However, there was no evidence that these genes are direct targets of AR-ARE mediated actions. Prior to this study, it was not known how androgens regulated the expression of these critical ovarian genes to promote ovarian function and female fertility, in general. We now show that androgen treatment significantly lowers the H3K27me3 mark in the gene body of *Fshr* and *Cyp19a1* which provides a mechanistic explanation of how androgens, independent of AR-ARE interaction, through H3K27me3 modulation may influence the expression of these genes. Moreover, some of the genes with lower H3K27me3 mark on the gene body/enhancer regions following DHT treatment, like *Cyp19a1* [78], *Adamts15* [79] *Casp7* [80], *Erbb4* [81] and *Lepr* [82] have been reported to be elevated and/or associated with PCOS.

Third, our studies highlight that in GCs, androgens modulate the H3K27me3 mark by balancing the expression and activity of two opposing epigenetic enzymes, EZH2 and JMJD3. While on one hand androgens inhibit EZH2 [38], which causes the tri-methylation of H3K27, androgens also induce the expression of *Jmjd3*, which is a histone demethylase that specifically removes the tri-methylation mark from H3K27 (Fig 4F). Moreover, in addition to the ‘*genomic*’ effects of AR, it is well-established that androgens can also induce transcription-independent ‘*non-genomic*’ effects [40–42,45]. Our studies not only establish HIF1α as one of the downstream targets of non-genomic androgen actions, but also demonstrate that androgens indirectly induce the expression of *Jmjd3* in GCs. Studies [83] in rat models show that *Hif1α* is expressed in the GCs throughout follicular development (from primary to pre-ovulatory follicles). Moreover, in pre-ovulatory follicles, *Hif1α* gene expression has been reported to be regulated by the actions of progesterone–progesterone receptor [84]. It is possible that dependent on the stage of follicular development, HIF1α may be regulated by different steroid hormones. For example, based on AR expression level at different follicular stages [1,85] as well as studies on androgenic effects during follicular development [4], it is believed that AR-mediated actions are predominantly in the pre-antral and small antral follicles and these effects diminish as the follicle develops to large antral/pre-ovulatory stage. Therefore, it can be speculated that in the pre-antral and small antral stages, androgens regulate HIF1α protein levels and following the LH surge, progesterone becomes the primary regulator of *Hif1α*. Further studies are needed to establish this hypothesis. Given that androgens increase HIF1α protein levels, it is likely that in addition to *Jmjd3* expression, other HIF1α-target genes also get induced following androgen treatment. Intriguingly, a large number of upregulated genes in our RNA-seq data are HIF1α target genes. 

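*Has2* (ENSMUSG00000022367; chromosome 15 of GRCm38, 56665627 to 56694539) rose from 445 ± 153 normalized counts in control to 2120 ± 240 in DHT-treated GCs (SD, n = 3), a log2 fold change of 2.31. Its exons overlap *Has2os* on the other strand. *Erg* and *Ifitm1* had lower counts, 12.2 ± 6.53 and 21.3 ± 5.48 in control and 42.4 ± 10.6 and 89.9 ± 18.3 in DHT (SD, n = 3). Their log2 fold changes were 1.80 for *Erg* and 2.04 for *Ifitm1*. The adjusted p from limma with Benjamini-Hochberg adjustment was 0.0004 for *Has2*, 0.016 for *Erg* and 0.0012 for *Ifitm1*, and with the replicate number as a block 0.0034, 0.014 and 0.0064. In these 3 genes every DHT library lay above every control library.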

For example, *Bmp4* [86,87], *Angpt1* [88], *Mmp2* [89,90], *Has2* [91], *Pcsk9* [92], *Erg* (ETS transcription factor) [93,94] and *Ifitm1* [95] are some of the genes that have previously been reported to be HIF1α target genes. Studies [96] in cancer cells have reported significant crosstalk between AR and HIF1α. Co-immunoprecipitation assays have confirmed a direct interaction between AR and HIF1α, and ChIP analysis showed HIF1α interacts with the AR in genes involved in prostate cancer [96]. Similar interactions may also occur in the GCs.

Interestingly our studies also show that in addition to lowering the gene repressive H3K27me3 mark, androgens increase the gene activating H3K27ac mark. This is in accordance with previous studies that show reciprocal changes of H3K27ac and H3K27me3 modifications at the promoter regions of genes [97,98]. Moreover, EZH2 (inhibited by androgens) may function as an “on-off” switch, that acts not only as a critical epigenetic repressor, but also as an activator for specific downstream targets [99]. The EZH2 molecular switch functions mainly between H3K27me3 repressive mark and H3K27ac positive mark. EZH2 antagonizes CBP/p300 actions (primary enzyme for acetylation of lys-27 on H3) and inactivation or decrease of EZH2 increases CBP/p300-mediate acetylation of H3K27 [98,100]. Therefore, it is possible that in GCs, androgens by inhibiting *Ezh2* and inducing *Jmjd3* expression lower H3K27me3 mark and also simultaneously increase the H3K27ac mark. Further studies are needed not only to establish this hypothesis but also to determine the H3K27ac pattern with respect to gene expression in GCs following androgen treatment.

In summary, given the role of androgens in female fertility and women’s health in general, results of this study provide a global perception of androgen effects in follicular function and insights into the androgen-induced molecular mechanisms responsible for normal ovarian physiology as well as for disease conditions like PCOS.

## Materials and methods

Details of all experimental methods are provided in the supplemental information (S1 Text).

### Ethics statement

Mouse studies were performed in accordance with the guidelines for the care and use of laboratory animals and were approved by the Institutional Animal Care and Use Committee (IACUC) at MSU under the approval number PROTO202000156.

### Animals and cell culture

Unless otherwise mentioned, mouse experiments were performed in 8–9 week old C57BL/6J mice (The Jackson Laboratories). Collection and culture of mouse GCs were performed as described previously [5,38,44,98,101–103]. Different concentrations of DHT (5nM, 10nM and 25nM) were used to determine the effect of androgen on HIF1α, JMJD3 and H3K27me3 levels (S6A Fig) as well as gene expression of *Bmp4*, *Angpt1*, *Lhcgr and Mmp2* (S6B Fig). All DHT concentrations showed similar results and based on our previous studies [38,45] 25nM DHT concentration was selected. DHT instead of testosterone was used in order to avoid misinterpretation of results due to aromatization of testosterone to estradiol.

### siRNA knockdown experiments

siRNA-mediated knockdown experiments in primary mouse GCs [5,98,103] and ovarian bursal injections [5,38] were performed as previously described.

### Chromatin immunoprecipitation (ChIP) assay

ChIP was performed as previously described [5,38,98,103,104] and List of ChIP primers (S4 Dataset) and antibodies (S7A Fig) are provided in the supplemental data.

### RNA isolation, RNA-seq and Bioinformatics analysis

Total RNA isolation, library construction and RNA-sequencing services were carried out by Genewiz, Inc. Details of the RNA isolation, RNA-seq and bioinformatics analysis of RNA-seq data are provided in the supplemental material.

A list of all the differentially expressed genes is shown in S1 Dataset. The RNAseq data is available in the Gene Expression Omnibus GSE152727 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152727).

### Chromatin immunoprecipitation-sequencing (Chip-seq)

Chromatin isolation, chromatin shearing, ChIP, library preparation and Bioanalyzer QC was performed by EpiGentek, details of which are provided in the supplemental material. The ChIPseq data is available in the Gene Expression Omnibus GSE152791 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152791).

## Supporting information

S1 Fig Sample similarity assessment: The overall similarity among samples were assessed by the euclidean distance between samples. The shorter the distance, the more closely related are the samples.
(TIF) Click here for additional data file.

S2 Fig Different genomic annotations associated with genome wide H3K27me3 peaks in granulosa cells treated with (treatment group) or without (control group) DHT (25nM for 24h). (TIF) Click here for additional data file.

S3 Fig A: HIF1α response elements (HRE) in *Jmjd*3 promoter region. B: Relative expression of *Hif1α* mRNA levels by quantitative PCR in mouse primary GC cultures treated with media (control) or DHT (25nM for 24h). C: Androgens do not suppress HIF1α protein degradation. Time course of HIF1α protein degradation in presence of the translational inhibitor cycloheximide (CHX, 1μM) in mouse primary GC cultures treated with media (control) or DHT (25nM for 24h). D: Jmjd3 enzymatic activity in mouse primary GC cultures treated with media (control) or DHT (25nM for 24h) in presence of flutamide (AR inhibitor, 100nM) or LY294002 (PI3K inhibitor, 10μM). Data are displayed as means ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to total protein (P ≤ 0.05, * *vs* media and ** vs DHT).
(TIF) Click here for additional data file.

S4 Fig A: Anti-H3K27me3 ChIP-assay in primary mouse GC cultures treated with Jmjd3 siRNA, Hif1α siRNA or non-specific (Nsp) siRNA and stimulated with/without DHT (25nM for 24h) showing H3K37me3 levels within the gene body of *Lhcgr* (+641/+740 bp from TSS), *Fshr* (+379/+488 bp from TSS), *Cyp19a1* (+553/+653 bp from TSS) and *Runx1* (+579/+693 bp from TSS). IgG represents non-specific antibody. Values represent percentage input. Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 10 mice were pooled together) and * P ≤ 0.05, *vs* Non-specific siRNA. B: H3K27ac levels in primary mouse GCs treated with DHT (25nM for 24h).
(TIF) Click here for additional data file.

S5 Fig Effect of Clioquinol, a HIF1α activator in presence/absence of AR on JMJD3 and H3K27me3 levels. Primary mouse GC cultures were treated with AR specific LNA-siRNA or nonspecific siRNA control, and stimulated with/without DHT (25nM for 24h) in presence or absence of Clioquinol (50**μ**M).
(TIF) Click here for additional data file.

S6 Fig A: Effect of different concentrations of DHT on HIF1α, JMJD3 and H3K27me3 protein levels in primary mouse GC cultures. B: Expression of *Bmp4*, *Angpt1*, *Lhcgr and Mmp2* with respect to different concentrations of DHT in primary mouse GC cultures. Data are displayed as mean ± SEM (n = 3 experiments, for each experiment GCs isolated from 5 mice were pooled together) and normalized to *Rpl19* (P ≤ 0.05, * *vs* media)
(TIF) Click here for additional data file.

S7 Fig A: Antibody List. B: Taqman Gene expression assay Primers. C: Inhibitor List.
(TIF) Click here for additional data file.

S1 Text Materials and Methods. (DOCX) Click here for additional data file.

S1 Dataset List of differentially expressed genes (control vs DHT). (XLSX) Click here for additional data file.

S2 Dataset Genes with H3K27me3 peaks in the gene body of control and DHT-treated samples. (XLSX) Click here for additional data file.

S3 Dataset Genes with promoters overlapping with H3K27me3 peaks in control and DHT-treated samples. (XLSX) Click here for additional data file.

S4 Dataset ChIP primer list. (XLSX) Click here for additional data file.

S5 Dataset Genes with enhancers where H3K27me3 signals are lowered with DHT treatment. (XLSX) Click here for additional data file.

S6 Dataset Androgen-induced DEGS whose enhancers have significantly negative correlated H3K27me3 levels. (XLSX) Click here for additional data file.

# Supplementary material for: Androgens regulate ovarian gene expression by balancing Ezh2-Jmjd3 mediated H3K27me3 dynamics
**Source:** PLoS Genet. 2021 Mar 30;17(3):e1009483. doi: 10.1371/journal.pgen.1009483
**Supplement:** S1 Text

**S1 Text**

**Materials and Methods**

***Mouse Primary GC culture -*** Estrous cycle was determined by daily vaginal smears as described previously [1-7] and on the day of estrus, granulosa cells (GCs) were isolated by needle puncture under the microscope. Isolated GCs were either snap frozen in liquid nitrogen immediately after isolation or cultured for 48h in DMEM/F-12 medium containing 10% FBS and 1% penicillin and streptomycin. Thereafter, GCs were serum starved for 4h followed by various treatments (as shown in the figures) in serum free media. For each experiment, GCs isolated from 5 animals were pooled together and each experiment was repeated three times. For experiments involving ChIP assay, GCs isolated from 10 animals were pooled together for each experiment. For all experiments with primary mouse GC cultures, cell viability was determined by trypan blue at the time of harvesting. For experiments using inhibitors, cells were pre-treated with the inhibitors for 30 min prior to DHT (dihydrotestosterone, 25nM) stimulation (24h). The concentration of DHT was based on previous studies [1,8].

***Western blot analysis:*** Western blots were performed as described previously [1-7]. A list of antibodies and dilution is provided in the supplemental material (S5A Fig).

***siRNA knockdown experiments****: In vitro:* siRNA-mediated knockdown experiments were performed as described previously [4,6,7] using non-targeting siRNA (Nsp) pool or mouse *Hif1α* / *Jmjd3* siRNA ON-TARGET Plus SMARTpool siRNAs (Dharmacon) according to manufacturer’s instructions. *In vivo*: Ovarian bursal injections were performed as described previously [1,6]. Locked nucleic acid (LNA) modified siRNA targeting *Ar* (ThermoFischer) or non-specific control were mixed with DharmaFECT 1 transfection reagent (Dharmacon) before bursal injection. Each animal (n=15) served as its own control, with one ovary receiving the blocking oligonucleotide and the other the non-specific control. Animals were euthanized 72 hours after injection and GCs isolated from ovaries were processed for ChIP-PCR studies and western blot analysis to detect AR and H3K27me3 levels.

***Chromatin immunoprecipitation* (*ChIP) assay:*** GCs were stimulated with DHT for 24h, and ChIP was performed as described previously [1,4,6,7,9] with rabbit polyclonal anti- HIF1α ChIP grade antibody (Abcam), anti-AR ChIP grade antibody (Active Motif), anti-H3K27me3 ChIP grade antibody (Abcam) or IgG as non-specific control. Quantitative PCR was performed using PerfeCTa SYBR Green Supermix (Quantabio, VWR) with primers designed for (1) two HRE (*Hif1α* receptor binding element) regions on the *Jmjd3* promoter, (2) ARE (androgen receptor binding element) regions on *Bmp4*, *Angpt1*, *Mmp2* and *Lhcgr* and control regions and (3) H3K27me3 sites within the gene body (based on Chip-seq data) of *Lhcgr, Fshr, Cyp19a1* and *Runx1* genes. List of all ChIP primers (S4 Dataset) and antibodies (S7A Fig) are provided in the supplemental data.

***RNA isolation, Quantitative Real Time PCR* (qRT-PCR) *and RNA-seq:*** Total RNA was isolated by using E.Z.N.A Total RNA kit (Omega) according to the manufacturer's instructions. 1μg of RNA was used for all the qRT-PCR reactions. The expression assay primers are shown in S7B Fig. Each target gene was normalized to *Rpl19*. The mRNA expression was analyzed by ∆/∆ Ct method.

For RNA-seq, total RNA was extracted from GCs (GCs from 5 animals were pooled together to make n=1 and three such pooled samples/treatment were used for the RNA-seq studies) using Qiagen RNeasy Plus Universal mini kit followed by Manufacturer’s instructions (Qiagen, Hilden, Germany). RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies, Palo Alto, CA, USA). RNA integrity number (RIN) for all the samples was between 9.7 to 10. RNA sequencing libraries were prepared using 500ng RNA, and the NEBNext Ultra RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB, Ipswich, MA, USA). The sequencing library was validated on the Agilent TapeStation (Agilent Technologies, Palo Alto, CA, USA), and quantified by using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) as well as by quantitative PCR (KAPA Biosystems, Wilmington, MA, USA). The sequencing libraries were clustered on a single lane of a flowcell. After clustering, the flowcell was loaded on the Illumina HiSeq instrument (4000 or equivalent) according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. The total number of reads/sample were 45-50 million. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). Raw sequence data (.bcl files) generated from Illumina HiSeq was converted into fastq files and de-multiplexed using Illumina's bcl2fastq 2.17 software. One mismatch was allowed for index sequence identification.

***Bioinformatics analysis for RNA-seq:*** Raw data quality was judged based on Illumina’s Q score, which represents the error rate at each base, built on a log10 score. Thereafter, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the reference *Mus musculus* GRCm38 genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner uses a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2 R package, differentially expressed genes (DEGs) were identified between control (n = 3) and DHT-treatment (n = 3). The heat maps were constructed using rlog transformed values obtained from RNA-seq data followed by z-normalization. The Wald test was used to generate p-values and Benjamini-Hochberg test for adjusted p-value. Genes with adjusted p-values ≤ 0.05 and absolute log2 fold changes > 1 were called as differentially expressed genes for each comparison***.*** For Gene ontology analysis, significantly differentially expressed genes were clustered by their gene ontology and the enrichment of gene ontology terms were tested using Fisher exact test (GeneSCF v1.1-p2). Pathways with p-values ≤ 0.05 were considered significant.

***Chromatin immunoprecipitation-sequencing (Chip-seq):*** Granulosa cells were collected from 72 mice and plated in six petri dishes (each with at least 1×10^7^ cells). Three plates were used as control while the other three were DHT treated. Chromatin isolation, chromatin shearing, ChIP, library preparation and Bioanalyzer QC was performed by EpiGentek, NY. Chromatin was isolated using the ChromaFlash Chromatin Extraction Kit (EpiGentek, Cat. #P-2001) and sheared using the EpiSonic 2000 Sonication System (EpiGentek, Cat. #EQC-2000). DNA fragment size distribution was determined to be 100 to 300 bp by Agilent Bioanalyzer analysis. The concentration of DNA following ChIP was between 3.5-16.3 ng. Library Preparation was done by DNA end polishing and adaptor ligation, library amplification using indexed primers and library purification. Library was verified on a Bioanalyzer and KAPA qPCR Library Quantification.

***Bioinformatics analysis for ChIP-seq:*** FastQC (version 0.11.7) was used for quality controls of ChIP-seq datasets, including 3 replicates for control and 3 replicates for DHT treated GCs. The ChIP-seq reads were mapped to the reference mouse genome (mm9) using Bowtie2 (version 2.3.4), and only uniquely mapped reads were used for subsequent analyses. MACS2 (version 2.1.1) was then applied to identify signal peaks of H3K27me3 signals, in broad peak calling mode since H3K27me3 distribution along the genome is more diffusive and demonstrate broader peaks. PCR duplicates were removed in peak calling. Peaks with q-value ≤ 0.05 were used as the significant signal peaks. Peaks in control samples and treatment samples are center-aligned separately with +/-10kb flanking regions. The flanking regions of each peak were further divided into 100bp bins and the normalized H3K27me3 ChIP-seq read densities for each bin were plotted. The genomic locations of significant H3K27me3 peaks in controls and DHT treated samples were then compared to gene annotations to identify genes overlapping with H3K27me3 peaks in gene bodies. Promoters (+/- 1kb from transcription start sites) were also compared with H3K27me3 peaks. Gene promoters overlapping with control-specific H3K27me3 peaks were center-aligned with +/- 1kb flanking regions, and the average peak densities per 50bp bins were plotted. Similar peak densities were plotted for gene promoters overlapping with treatment-specific H3K27me3 peaks. For differentially expressed genes that also contain H3K27me3 peaks in gene bodies, their gene bodies were divided into 10 bins, starting from transcription start sites (TSS) to transcription end sites (TES), where every bin represented 10% of the specific gene’s body. The number of H3K27me3 peaks in each bin were then calculated for every gene, based on H3K27me3 signals from control samples and treatment samples.

A combined chromatin interaction dataset, including Hi-C and Capture-C, were used to identify candidate distal enhancers that can interact with promoters of differentially expressed genes. Hi-C datasets include: GSE81503, GSE82144, GSE119171, GSE121753, and GSE63525. Capture-C dataset includes GSE81503. For the long-range chromatin interactions profiled in these dataset, they were first compared with promoters of differentially expressed genes and a subset of chromatin interactions was then identified, if one of the interacting anchors overlapped with promoters. For each interaction in this subset, the other interacting anchor of the interaction that did not overlap with promoters were identified as candidate distal enhancers that may regulate the gene. The identified enhancer regions from different chromatin interaction datasets were then combined together. To purify false positives of enhancers, we calculated the Pearson correlations between the gene’s expression levels and the enhancer’s H3K27me3 signal levels across the 6 samples. The lengths of enhancers and the library sizes of different samples were normalized for H3K27me3 signals. Therefore, for each enhancer-gene pair, an activity correlation was calculated. Only enhancer-gene pairs with correlations < -/+0.4 were considered as true regulatory pairs and the corresponding enhancers were used for subsequent analysis. For each differentially expressed gene with distal interacting enhancers, we generated the distribution of the numbers of enhancers co-regulating the same genes. We also calculated the distribution of the distances between gene promoters and distal interacting enhancers.

Motif enrichment analysis was applied on the identified enhancers using MEME (version 5.0.4). Enhancers were classified into two groups: the first group of enhancers interact with promoters of up-regulated genes and the second group of enhancers interact with promoters of down-regulated genes. For each group of enhancers, the top five enriched sequence motifs were identified using MEME. TomTom (version 5.0.4) was then applied on the top-enriched motifs to identify the corresponding transcription factors, based on transcription factor motif annotations in “HOCOMOCOv11_full_MOUSE_mono_meme_format.meme” from the MEME suite. The matched transcription factors with E-value < 0.1 were then identified as the candidate factors associated with epigenetic changes in distal enhancers.

***JMJD3 enzymatic assay:*** JMJD3 enzymatic activity was measured using JMJD3/UTX Demethylase Activity/Inhibition assay kit (colorimetric) from Epigentek as per the manufacturer’s instruction. Data was normalized to total protein.

***Statistical analysis:*** Statistical analysis was performed using GraphPad Prism version 8.0.2 (GraphPad Software). Statistical comparisons were made by paired t test (for comparing two groups) or a one-way ANOVA followed by multiple comparison test and results with P ≤ 0.05 were considered significant.

**Supplemental References**

1. Ma, X., Hayes, E., Biswas, A., Seger, C., Prizant, H., Hammes, S. R., and Sen, A. (2017) Androgens Regulate Ovarian Gene Expression Through Modulation of Ezh2 Expression and Activity. *Endocrinology* **158**, 2944-2954

2. Ma, X., Hayes, E., Prizant, H., Srivastava, R. K., Hammes, S. R., and Sen, A. (2016) Leptin-induced CART (Cocaine-and Amphetamine-Regulated Transcript) is a novel intra-ovarian mediator of obesity-related infertility in females. *Endocrinology*, en20151750

3. Hayes, E., Kushnir, V., Ma, X., Biswas, A., Prizant, H., Gleicher, N., et al. (2016) Intra-cellular mechanism of Anti-Mullerian hormone (AMH) in regulation of follicular development. *Mol Cell Endocrinol* **433**, 56-65

4. Roy, S., Gandra, D., Seger, C., Biswas, A., Kushnir, V. A., Gleicher, N., et al. (2018) Oocyte-Derived Factors (GDF9 and BMP15) and FSH Regulate AMH Expression Via Modulation of H3K27AC in Granulosa Cells. *Endocrinology* **159**, 3433-3445

5. Sen, A., O'Malley, K., Wang, Z., Raj, G. V., Defranco, D. B., and Hammes, S. R. (2010) Paxillin regulates androgen- and epidermal growth factor-induced MAPK signaling and cell proliferation in prostate cancer cells. *J Biol Chem* **285**, 28787-28795

6. Sen, A., Prizant, H., Light, A., Biswas, A., Hayes, E., Lee, H. J., et al. (2014) Androgens regulate ovarian follicular development by increasing follicle stimulating hormone receptor and microRNA-125b expression. *Proc Natl Acad Sci U S A* **111**, 3008-3013

7. Sinha, N., Biswas, A., Nave, O., Seger, C., and Sen, A. (2019) Gestational Diabetes Epigenetically Reprograms the Cart Promoter in Fetal Ovary, Causing Subfertility in Adult Life. *Endocrinology* **160**, 1684-1700

8. Sen, A., Prizant, H., and Hammes, S. R. (2011) Understanding extranuclear (nongenomic) androgen signaling: what a frog oocyte can tell us about human biology. *Steroids* **76**, 822-828

9. Sinha, N., Roy, S., Huang, B., Wang, J., Padmanabhan, V., and Sen, A. (2020) Developmental Programming: Prenatal Testosterone-induced Epigenetic Modulation and its Effect on Gene Expression in Sheep Ovary. *Biol Reprod*

How the deposited data were processed for this re-analysis (not part of the article)

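Transcripts were measured by RNA-seq in 6 libraries of cultured mouse granulosa cells, 3 from control cells and 3 from cells treated with 25 nM DHT for 24 h. Each library pooled the cells of 5 mice aged 8 to 9 weeks. The authors trimmed the reads with Trimmomatic 0.36, mapped them with STAR 2.5.2b and counted unique reads in exons with Subread 1.5.2. The signal that the authors deposited for each gene and library is a normalized count, the number of reads divided by the DESeq2 size factor of the library. The authors also deposited a log2 fold change for each gene, and the p-value and adjusted p-value that the authors deposited come from the Wald test of DESeq2. A second deposited table holds 190 genes of the first with the same values. The deposited p-values were used only for comparison.

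The reads of each library were recovered by dividing its values by their common step, which gave whole numbers for 100% of the 16300 values in each library. They summed to between 36111177 and 41928585 per library. With 3 libraries per group, an exact permutation test cannot give a p below 0.1. The ChIP-seq, qPCR and chromatin contact data of the paper were not analysed here.

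The values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend, over genes with a mean of at least 10 across the 6 libraries. The p-values were adjusted by Benjamini-Hochberg. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change above 1. Sets of genes were tested with camera in limma with an inter-gene correlation of 0.01, and the p-values of 12 sets were adjusted together by Benjamini-Hochberg. The paper's filter of FPKM > 1 was not applied. Gene positions, overlaps and exonic lengths came from the GENCODE annotation of GRCm38.

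The groups were taken from the characteristic that names control or DHT for each sample. The pairing comes from the replicate numbers, which the labels share between groups. The paper's methods pool the cells of 5 mice for each experiment, repeat each experiment 3 times and name a paired test for comparisons between groups, but do not say which RNA-seq libraries came from the same pool. The main test used no block, and the replicate number as a block was an alternative. The correlation of the deviations of same-numbered libraries was 0.0058, 0.067 and -0.24, with a mean of -0.055.

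The alternatives set before the data were examined were pseudocounts of 0.5 and 8, no filter on low values, a mean of at least 50, quantile normalization, TMM scaling, no intensity trend, the replicate block, quasi-likelihood tests in edgeR 4.0.16, Wald tests in DESeq2 1.42.0 on the recovered reads, the TREAT test, an estimated inter-gene correlation, each library left out in turn, and, for the distances, rlog values and the 500 most variable genes. A correction for GC content and exonic length by loess with a span of 0.3, thinning of the reads to the smallest library and independent filtering in DESeq2 at an alpha of 0.05 were added after the data were examined. The DESeq2 result at an alpha of 0.05 was seen before the default alpha of 0.1 was settled for the alternative, and both are reported. Splits of the 6 libraries into other groups of 3 were tested with the same model.

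The genes examined one by one were chosen by a rule set before the data were examined: genes that the paper's text or figures name, genes of the tested sets, and the 5 called genes with the largest rise and the 5 with the largest fall among those without overlap between groups. Of the tested sets, only some genes were then examined one by one. The 93 genes therefore leave out set members such as *Scd1*, *Fads2* and *Bnip3*. Genes named outside the rule are marked where they appear. The tests were checked on simulated counts for 16125 genes with 200 changed genes, of which limma recovered 98.5%, limma with the block 96.5%, edgeR 98.5% and DESeq2 98.0%. All simulated changes were set well above the fold threshold, so the recovery of genes close to it was not checked. In the simulated data, 12 of 500 random sets of 20 genes (2.4%) had a camera p of at most 0.05. The simulated counts were drawn independently for each gene. They could therefore not show the effect of correlation between the genes of a real set. This check of random sets was added after a single random set had been tested.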

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

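The tests of GC content, library size, scaling, overlapping genes and cell mix below, and the separation of the sets into genes inside and outside the S1 Dataset, were chosen only after the result was seen. The library-size comparison replaced thinning of the reads, which hardly moves a set.

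The 12 cholesterol biosynthesis enzymes outside the S1 Dataset were examined because the paper does not discuss them, and they were higher in DHT than in control libraries. Their mean log2 fold change exceeded that of all tested genes by 0.67 (limma camera p of 5.7e-16, and 1.1e-14 with the replicate number as a block). The camera p over the alternatives ranged from 8.5e-58 to 0.031. The 12 genes had log2 fold changes from 0.27 to 0.82, all 12 had groups without overlap, where chance gives 10%, and 0 were called because none exceeded the fold threshold, although all 12 had an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment. The exclusion of S1 Dataset genes removes large changes from the set, so its mean is limited from above. The 13 genes of fatty acid synthesis and SREBP targets outside the S1 Dataset had a mean shift of 0.55 (limma camera p of 1.0e-12, block p of 6.4e-11, range over the alternatives 1.6e-39 to 0.041). Their log2 fold changes ranged from 0.03 to 1.00, 12 of them had groups without overlap, and 1 (*Acss2*) was called. All 13 were higher in DHT.

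Technical explanations were tested for both sets. After a correction for GC content and exonic length, the shifts were 0.668 for the cholesterol set and 0.544 for the fatty acid set. The correction moved the log2 fold change of a tested gene by a median of 0.012 and by 0.16 at most, so a trend shared by genes of like GC content and length was small in these libraries. A bias not shared by such genes was not tested. In DHT replicate 1 against control replicate 1, where the DHT library has more reads and not fewer, they were 0.694 and 0.611, from 1 library each. A single factor per library cancels in these shifts, which are relative to all tested genes, so an error in the authors' size factors, or a few genes taking most of the counts and acting through them, would not give such a shift. Quantile normalization, which can change it through distortions that vary with the level of expression, gave 0.659 and 0.533. Over the 8 and 9 genes whose exons overlap no other gene, they were 0.645 and 0.580. None of these settings removed the shifts. Reads shared with paralogs or pseudogenes were not tested. Over 7 sets of cell type markers, the smallest adjusted p was 0.539 by camera with Benjamini-Hochberg adjustment. In DHT, 7 of 9 granulosa markers (mean shift -0.14), all 7 oocyte markers (-0.99) and 5 of 6 surface epithelium markers (-0.087) were lower. Of the granulosa markers, 3 were lower with an adjusted p of at most 0.05 by limma with Benjamini-Hochberg adjustment. Summed over 5 of the oocyte markers, DHT replicate 2 held 33 reads and control replicate 1 held 670. DHT replicates 1 and 3 held 498 and 464, above control replicates 2 and 3 with 270 and 304. Of the endothelial markers, 3 of 4 were higher (0.10). The marker sets were small, so a change in the mix of cell types cannot be told apart from a response of the granulosa cells. Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave a shift as large for the cholesterol set, and 1 of 4 for the fatty acid set. The 6 other splits, which part 1 pair, gave none as large. Over all 9 other splits, the largest shift was 0.31 for the cholesterol set and 0.26 for the fatty acid set, in either direction. The camera p comes from the model across genes, and 3 libraries against 3 cannot give a share of splits under 0.1, which leaves the effect of so few libraries open. A response of cholesterol and fatty acid synthesis to DHT beyond the genes of the S1 Dataset may be a candidate explanation, with the mix of cell types, shared reads, a GC or length bias not shared by like genes, and the small number of libraries left open.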

How the results depend on the processing

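The response element analysis set before the data were examined was not run, because no genome sequence was held. The GC correction, thinning and DESeq2 at an alpha of 0.05 were chosen after seeing the data. For every result that changed, the cause was not tested.

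Across the 6 fits that each left out one replicate, genes called ranged from 96 to 194 up and from 41 to 91 down, against 148 and 65 with all libraries, and at any fold change from 586 to 1240 up and from 351 to 863 down. With a mean of at least 50, 89 genes were called up and 42 down. Without the intensity trend, 40 were called down, and 501 up and 303 down at any fold change. With the replicate block, the numbers of genes up at any fold change and genes down at any fold change were 633 and 357. The TREAT test called 0 up and 0 down, with 91 genes at an unadjusted p of at most 0.05 and a smallest adjusted p of 0.12. The distance ratio of 1.22 was 1.51 with a mean of at least 50 and 1.73 with rlog values.

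With an estimated inter-gene correlation, the shifts of the hypoxia (0.11), classical androgen receptor (0.27) and NRF2 sets (-0.46) no longer passed, with a p of 0.22, 0.096 and 0.17. Leaving out each replicate gave from 0.072 to 0.15 for the hypoxia set, which no longer passed without control replicate 1 (p of 0.071). The imprinted set passed with a mean of at least 50 (-0.16) and with DESeq2 at either alpha (-0.085), and ranged from -0.12 to -0.051 with each replicate left out, passing without control replicate 1 (p of 0.037) and without DHT replicate 2 (p of 0.043). Its p over all alternatives ranged from 0.037 to 0.32. Small shifts changed sign without passing in any direction: the S5 Dataset genes from -0.016 to 0.00041 and the genes with gene body peaks only in control from -0.026 to 0.0029 with each replicate left out, and the control promoter peak genes at -0.0098 with a mean of at least 50.

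Of the 93 genes examined one by one, 89 kept their direction under every alternative and 4 reversed. With each replicate left out, the log2 fold change of *Egfr* ranged from -0.026 to 0.15, that of *Fshr* from -0.11 to 0.038, that of *Ezh2* from -0.036 to 0.036 and that of *Kdm6b* from -0.048 to 0.095. *Ezh2* was at 0.0069 after the GC correction. The log2 fold change of Kdm6b was -0.013 with quantile normalization, -0.00056 with edgeR, -0.0026 with DESeq2 at either alpha, -0.028 after the GC correction and -0.00033 after thinning. Others of these genes no longer passed in 13 values when a replicate was left out and in 20 under other alternatives, and newly passed in 11 and 6.

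The cholesterol, fatty acid and steroidogenesis sets kept their direction and their side of the threshold under every alternative run, of which the intensity trend cannot move a camera result, with shifts from 0.83 to 0.91, 0.72 to 0.86 and 0.22 to 0.28. Low counts limit the calls outside the S1 Dataset, where 35 of the 40 called genes had a mean under 50.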

Differences from the paper's values

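With limma, 213 genes were called against the paper's 190, which is within the limit set for a difference in counts. The log2 fold changes of 47 DEGs examined one by one lay within the spread between replicates of the paper's values, and the largest difference was 0.25. Outside the DEGs, *Kdm6b*, *Hif1a* and *Kdm3a* in the RNA-seq libraries differed from the paper's qPCR, as given under the other observations.

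The paper lists *Lhcgr* and *Ackr3* as DEGs. By limma with Benjamini-Hochberg adjustment, *Lhcgr* had an adjusted p of 0.11 and a log2 fold change of 1.38, and *Ackr3* an adjusted p of 0.12 and a log2 fold change of -0.97. Over the alternatives, the adjusted p ranged from 0.010 to 0.28 for *Lhcgr* and from 0.0044 to 0.30 for *Ackr3*. Of the alternatives set before the data were examined, DESeq2 on the recovered reads and leaving out control replicate 3 called both genes. DESeq2 with independent filtering at an alpha of 0.05, chosen after seeing the values, also called both. All 15 other genes of the S1 Dataset that were not called by limma were called by DESeq2 at either alpha, and DESeq2 is the test that the paper names. Of the other alternatives set before the data were examined, leaving out control replicate 3 called 10 of these 15 genes, leaving out control replicate 1 or DHT replicate 1 called 3 each, leaving out DHT replicate 2 or DHT replicate 3 called 2 each, and leaving out control replicate 2 called 1. The edgeR test called 4, a pseudocount of 0.5 or of 8 called 2 each, and quantile normalization and the replicate block called 1 each. The GC correction, chosen after seeing the values, called 2.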

Other observations

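The tests of the NRF2 set against technical explanations, and the tests of control replicate 3, of oocyte genes and of intestinal genes, were chosen only after the result was seen. The oocyte list was reduced from 7 to 5 genes because the pattern had been seen on *Zp3* and *Oosp1*, and the limits used for the positions of control replicate 3 were set after its values were seen. The tests of the hypoxia, androgen receptor, NRF2, imprinted and H3K27me3 gene sets were set before the deposited values were examined. The S1 Dataset, which comes from these same libraries, had been read by then. The NRF2 set was tested because *Hmox1*, *Nqo1*, *Gsta1* and *Gsta3* fall in that list. The imprinted set was tested because *Dlk1*, *Meg3* and *Rian* fall in it. Those genes were left out of the sets, but the choice of both sets rested on these data.

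The paper lists genes whose H3K27me3 was lower after DHT. It proposes that this loss primes genes for induction by other transcription factors, so the absence of a rise under DHT alone does not test that proposal. As a set, the 1058 tested genes of the S5 Dataset did not rise (mean shift -0.0057, limma camera p of 0.697, 484 genes higher and 574 lower), and the 1038 tested genes with gene body peaks only in control did not either (-0.010, camera p of 0.75). The S2 list used was incomplete, with 1998 control names, fewer than the paper reports. The result for genes with peaks only in control therefore covers only part of the paper's list. Of 1364 names listed for the S5 Dataset, 1060 were found in the deposited table. For the available names with peaks only in control, the numbers were 1557 and 1039. Names not found there were not tested. All 4 of the 4 splits that part the same-numbered pairs gave a shift as large for the S5 Dataset genes, and 3 of 4 for the genes with peaks only in control. For the genes with gene body peaks only in DHT the count was 2 of 4, for the control promoter peaks 3 of 4 and for the DHT promoter peaks 1 of 4.

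The 28 hypoxia genes had a mean shift of 0.11 (limma camera p of 0.0096, 0.019 after Benjamini-Hochberg over 12 sets, 19 higher), with p from 0.0034 to 0.22 over the alternatives. The 15 classical androgen receptor targets had a mean shift of 0.27 (limma camera p of 0.0013, 0.0031 after adjustment, 10 higher), with p from 1.7e-06 to 0.096. Of the imprinted genes outside the S1 Dataset, 7 were higher and 12 lower, a mean shift of -0.085 that did not pass (limma camera p of 0.082, 0.14 after adjustment). With the replicate block, the p was 0.012, 0.0022 and 0.11 for the 3 sets. Of the 4 splits that part the same-numbered pairs, 1 gave a result as large as the real split for the hypoxia set, 1 for the androgen receptor set, 1 for the imprinted set, 1 for the steroidogenesis set, 1 for the cholesterol set, 1 for the fatty acid set, 1 for the number of genes called and 1 for genes at any fold change, the real split in each case. The 9 other splits called 0 genes, with 163 to 1084 genes at an unadjusted p of at most 0.05 against 4101 in the real split. The 6 splits that part 1 pair were similar in this, and for the imprinted set 2 of all 10 splits gave a shift as large. With 10 splits, a share under 0.1 is not possible. For the hypoxia set, another split that parts the same-numbered pairs gave a shift of 0.103, against 0.111 in the real split. The real split therefore barely stood out for this set. The largest shift in another split was 0.155 against 0.269 for the androgen receptor set and 0.137 against 0.257 for the steroidogenesis set.

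NRF2 targets outside the S1 Dataset were lower in DHT, 21 of 23, with a mean shift of -0.46 (limma camera p of 2.9e-09, 1.2e-08 after adjustment over 12 sets, block p of 1.8e-08), a p that rose to 0.17 with the estimated inter-gene correlation. The shift was -0.453 after the GC correction, which moved the log2 fold changes of these genes by 0.036 at most, -0.735 in DHT replicate 1 against control replicate 1, -0.475 under quantile normalization and -0.456 over the 19 genes without overlapping exons. Of the 4 splits, 1 gave a shift as large, the real one. The smallest adjusted p over the cell type markers was 0.539, and a change in the mix of cell types cannot be told apart from lower NRF2 activity, which may be a candidate explanation. Reads shared between paralogs were not tested.

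The authors' table gives no p for *Hes1* and *Nr4a3*. *Hes1* had 337, 382 and 3230.3 normalized counts in control replicates 1 to 3 and 3763, 4074 and 3566 in the DHT libraries. *Nr4a3* had 24.7, 19.5 and 427 in control and 415, 212 and 204 in DHT. These genes, and *Nr4a1*, *Nr4a2*, *Arrdc3* and *Nfil3*, which had the same pattern, were chosen after their values were seen. Over the 285 genes called without control replicate 3, its median position between the other controls at 0 and DHT at 1 was 0.254, nearer to the other controls than to DHT. Its position was above 0.75 for 16.5% of these genes. The same measures, over the genes called without each library, were -0.040 and 1.9% for control replicate 1 and 0.12 and 4.5% for control replicate 2, so control replicate 3 was the control library nearest to DHT. A median of 0.254 goes against a full exchange of labels. The positions differed between genes, with quartiles of 0.02 and 0.60. They also differed in control replicate 1 (-0.18 and 0.13) and control replicate 2 (0.03 and 0.34), over narrower ranges. The spread was not set against that of replicate noise, so a share of DHT-treated cells in control replicate 3 was not excluded. Of the 285 genes, 182 were also called with all libraries and 103 were not. Against random lists matched on mean value, immediate-early genes were higher in control replicate 3 (one-sided permutation p = 0.0057, 0.0086 after Benjamini-Hochberg over 3 lists), as were cAMP-CREB response genes (p = 1e-04, the smallest that the permutations can give, 3e-04 after adjustment), and Notch response genes were not (p = 0.721). None of the genes on which the pattern was seen is in these lists. The lists were tested in 1 library, and genes of a list are not independent of each other or of the genes that prompted the test. A cAMP or immediate-early response in this library may be a candidate explanation, and the design gives no condition that would explain it.

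The 5 oocyte markers summed to 670, 270 and 304 reads in control and 498, 33 and 464 in DHT. They were lower in DHT replicate 2 than in random lists matched on mean value (one-sided permutation p = 1e-04, the smallest possible). This test concerns 1 library, and markers of a cell type vary together, so random lists of unrelated genes give too small a p. Their normalized count there was 7.13% of that of DHT replicate 3, a library of near depth, which goes against a shallower library. Oocyte RNA in the 5 other libraries may be a candidate explanation. In DHT replicate 2, 45 genes had 0 reads, 0 of them were called and 0 are in the S1 Dataset.

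*Sis*, *Fabp1*, *Rbp2*, *Guca2b* and *Clca4b*, chosen after their values were seen, summed to 114, 156 and 197 reads in control and 187, 0 and 2 in DHT. The 20 tested intestinal epithelium markers outside these were all lower in DHT replicates 2 and 3 (mean shift -1.48, one-sided permutation p = 1e-04, the smallest possible), and 0 were called. Their normalized counts summed to 1938, 2096 and 2140 in control replicates 1 to 3 and to 1853, 1104 and 1179 in DHT replicates 1 to 3. As a sum, the 20 markers were thus reduced in DHT replicates 2 and 3 but still present. These markers vary together as well, and the libraries were singled out after the values were seen, so the same limit holds for this p. RNA of intestinal epithelium in the 4 other libraries may be a candidate explanation for the difference. It would leave the counts of the 20 markers that remain in DHT replicates 2 and 3 unexplained. No biological explanation was tested for the oocyte or intestinal genes.

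*Kdm6b* had a log2 fold change of 0.0023 and *Ezh2* one of -0.0043 between DHT and control. Their adjusted p was 0.99 and 0.97 by limma with Benjamini-Hochberg adjustment. *Kdm6b* is the gene that the paper also names *Jmjd3*. *Hif1a* rose by a log2 fold change of 0.30 (adjusted p = 0.0021 by limma with Benjamini-Hochberg, 6.8e-09 to 0.031 over the alternatives), *Runx1* rose by 0.42 (0.0077, 9.4e-07 to 0.074 over the alternatives) and *Kdm3a* fell by 0.24 (0.0092, 0.00037 to 0.071 over the alternatives). *Fshr* (-0.04), *Egfr* (0.06) and *Smad3* (-0.13) did not pass the threshold. By qPCR at the same dose and time, the paper reports a rise of *Jmjd3* mRNA and no effect on *Hif1a* or *Kdm3a* mRNA. The RNA-seq libraries did not show the rise of *Kdm6b* and showed small changes of *Hif1a* and *Kdm3a*. For lower *Ezh2* expression under androgens, the paper cites an earlier study. The qPCR data were not analysed here, and the cause of the difference was not tested.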
